# Dissecting Low Atmospheric Pressure Stress: Transcriptome Responses to the Components of Hypobaria in Arabidopsis

**DOI:** 10.3389/fpls.2017.00528

**Published:** 2017-04-10

**Authors:** Mingqi Zhou, Jordan B. Callaham, Matthew Reyes, Michael Stasiak, Alberto Riva, Agata K. Zupanska, Mike A. Dixon, Anna-Lisa Paul, Robert J. Ferl

**Keywords:** *Arabidopsis thaliana*, microarray, low atmospheric pressure, hypobaria, hypoxia

## Abstract

Controlled hypobaria presents biology with an environment that is never encountered in terrestrial ecology, yet the apparent components of hypobaria are stresses typical of terrestrial ecosystems. High altitude, for example, presents terrestrial hypobaria always with hypoxia as a component stress, since the relative partial pressure of O_2_ is constant in the atmosphere. Laboratory-controlled hypobaria, however, allows the dissection of pressure effects away from the effects typically associated with altitude, in particular hypoxia, as the partial pressure of O_2_ can be varied. In this study, whole transcriptomes of plants grown in ambient (97 kPa/pO_2_ = 21 kPa) atmospheric conditions were compared to those of plants transferred to five different atmospheres of varying pressure and oxygen composition for 24 h: 50 kPa/pO_2_ = 10 kPa, 25 kPa/pO_2_ = 5 kPa, 50 kPa/pO_2_ = 21 kPa, 25 kPa/pO_2_ = 21 kPa, or 97 kPa/pO_2_ = 5 kPa. The plants exposed to these environments were 10 day old Arabidopsis seedlings grown vertically on hydrated nutrient plates. In addition, 5 day old plants were also exposed for 24 h to the 50 kPa and ambient environments to evaluate age-dependent responses. The gene expression profiles from roots and shoots showed that the hypobaric response contained more complex gene regulation than simple hypoxia, and that adding back oxygen to normoxic conditions did not completely alleviate gene expression changes in hypobaric responses.

## Introduction

On the Earth, the total atmospheric gas pressure of sea level is near 101 kPa with partial pressure of oxygen at 21 kPa. As elevation increases, the atmospheric pressure decreases until 0 kPa is reached at an altitude of about 30,000 m. In the first 5,000 m or so of elevation, a variety of biomes can be found populated with organisms adapted to the environmental factors associated with a climb in altitude, particularly the reduction of both temperature and available oxygen as the air pressure thins (Paul and Ferl, 2006). These attendant features of natural low pressure environments on Earth limit the range of life, and thus hypobaric conditions below about 40 kPa represent a novel environment—creating an opportunity to examine that is outside the evolutionary experience of plants. In the laboratory, hypobaric environments can be created that reduce the pressure of the atmosphere while maintaining amenable temperature, humidity, and even balance of gasses. In addition, as long as temperatures are maintained above freezing, and as long as there is sufficient water available to support the elevated transpiration brought on by the reduced atmospheric pressure, higher plants appear to physiologically adapt quite well to hypobaric environments, although the specific response of plants to hypobaric atmospheres varies greatly depending on the composition of the atmosphere, and even the plant species (Andre and Massimino, 1992; Corey et al., 2002; Goto et al., 2002; He et al., 2003; Paul et al., 2004). Depending on the partial pressures of oxygen, CO_2_, and volatiles such as ethylene, plant growth and development will typically be stressed in hypobaria to varying degrees of severity (Rule and Staby, 1981; Musgrave et al., 1988; Paul et al., 2004; He et al., 2007). However, the effects of hypobaric atmospheres on plant physiology are complex and not always detrimental. Enhanced photosynthesis has been observed in *Arabidopsis thaliana* exposed to moderate hypobaria (Richards et al., 2006) and in lettuce at moderately reduced partial pressure of oxygen (Corey et al., 1997). It has also been reported that plants grown in 25 or 30 kPa with even lower partial pressures of oxygen (2–6% O_2_) actually show higher gas exchange efficiency, higher bioactive component content, as well as enhanced morphological features, such as protected ultrastructure of mitochondria and chloroplasts compared with 101 kPa with same level of hypoxia (He et al., 2007; Tang et al., 2015). These studies suggest that hypobaric, hypoxic environments can induce adaptive measures in plants that contribute to protection from hypoxic injury more effectively than plants in an equally hypoxic environment at normal atmospheric pressure.

These complex metabolic responses demonstrate that plants are able to cope with hypobaric stress. Understanding the mechanisms behind this physiological adaptation is relevant to terrestrial crop breeding, particularly in the effort to expand croplands into marginal terrain and environments, and also to orbital and extraterrestrial controlled agriculture, where hypobaric environments may reflect a favorable engineering choice for plant growth habitats (Corey et al., 2002; Paul and Ferl, 2006; Wheeler, 2010). Although, the literature exploring physiological responses to hypobaric environments is growing, studies of the underlying changes in gene expression that contribute to these responses are limited.

Is hypobaria a simple combination of “familiar” terrestrial stresses? Primary among these component stresses might be the hypoxia resulting from the overall reduction of oxygen along with the balance of other gasses, as well as water stress due to the accelerated flux through stomata that accompanies the lowered air pressure (Iwabuchi and Kurata, 2003; Paul et al., 2004; Richards et al., 2006). In early transcriptome analyses of plants in hypobaric environments, genes encoding hallmarks of both hypoxic stress and drought stress were highly induced (Paul et al., 2004). The reduced partial pressure of oxygen (hypoxia) in hypobaric conditions is a major contributor to plant stress in these environments (Daunicht and Brinkjans, 1992; Ferl et al., 2002). Hypoxia physiologically inhibits respiration and oxidative phosphorylation leading to an energy deficit in plant cells (Drew, 1997; Mustroph et al., 2010). Transcriptomes from *Arabidopsis* in response to either a hypobaric environment of 10 kPa, or a hypoxic environment of 2% oxygen at 101 kPa, shared a large number of differentially expressed genes, indicating the similarity between hypobaria and hypoxia. However, many differentially expressed genes were unique to each treatment, suggesting that hypobaria is not equivalent to hypoxia (Paul et al., 2004). One grouping of genes that were differentially expressed in the hypobaric transcriptome were those typically associated with desiccation and abscisic acid signaling-related processes, even though the plants were fully hydrated, and showed no dehydration-associated phenotypes (Paul et al., 2004). These initial findings indicated plants potentially use water movement through stomata to gauge desiccation stress, and that plants utilize diverse sensing pathways to develop strategies for coping with the combination of a reduction in oxygen and an increase in evapotranspiration that is imposed by hypobaric environments. However, in these initial experiments, it was not possible to fully isolate the hypoxic effects from hypobaria.

The data presented here specifically endeavor to separate the effects of hypoxia and water stress from any other potential effects of hypobaria on plant biology, and to ask if there are specific responses that solely are driven by atmospheric pressure, and then to ask if those responses are all associated with water stress. The transcriptional profiles of *Arabidopsis* growing in atmospheric pressures of 50 or 25 kPa with supplemental oxygen were compared with straight hypobaria, in order to evaluate the consequence of removing the hypoxic stress component from the hypobaric environment. The genes still altered in low pressure with supplemental oxygen were then used to identify pathways associated with pure hypobaria.

## Materials and methods

### Chambers and facilities for low pressure treatments

The Low Pressure Growth Chambers (LPGC) are components of the Controlled Environment Systems Research Facility (CESRF at University of Guelph, Ontario, Canada). Temperature, air pressure, gas composition and humidity were controlled and monitored in the LPGC by the second, and data from the LPGC were collected for reporting every 5 min. Control pressure was set at 97 kPa, which is the ambient pressure at an altitude of 1,100 feet (Guelph, Ontario). The LPGC provided a constant light condition (70–80 μmol m^−2^ s^−1^) with strictly monitored, controlled temperature at 22° to 24°C; the humidity was maintained inside the Petri plates at 95% or above (Figures 1A,B).

**Figure 1:**
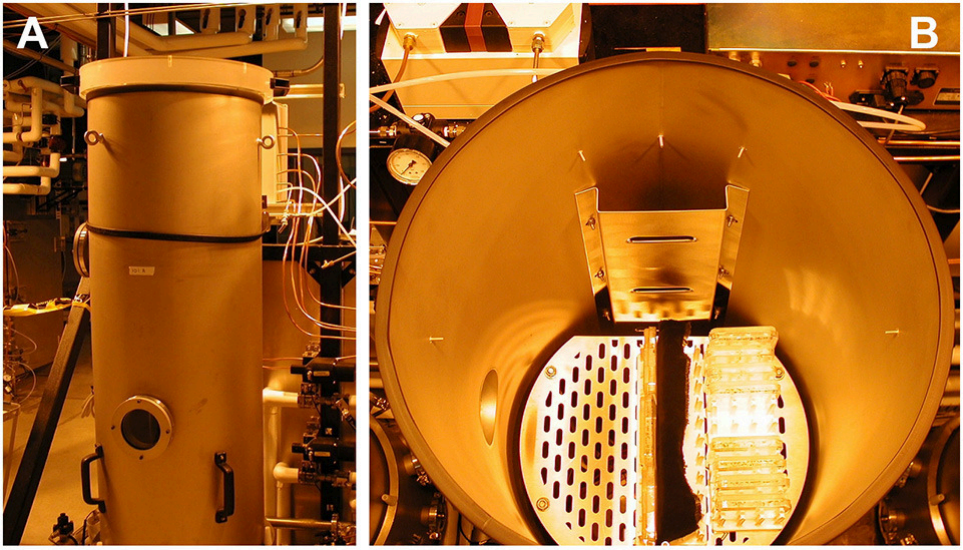
**Use of Low pressure growth chambers (LPGC). (A)** LPGCs were employed for hypobaric and hypoxic treatments. Individually, each LPGC chamber had controlled and monitored temperature, air pressure, gas regulation, as well as monitored relative humidity and vapor pressure density. The internal size of the chamber is 0.45 × 1.6 m (Diameter × Height) and the volume is 245 l. **(B)** Plates containing MS media were vertically orientated inside the LPGC. Plants grown in plates were placed in a constant light condition. LPGC were monitored on 5 min intervals with controlled temperature at 23°C ± 1°C, carbon dioxide of 0.05 kPa and humidity at or above 95%. The total pressure and oxygen partial pressure were set up as needed.

### Plant materials and growth condition

*A. thaliana* ecotype Wassilewskija (WS) was grown as previously described (Paul et al., 2001). In brief, seeds were surfaced sterilized and then planted on vertically orientated plates containing 0.5 × MS media (2.2 g of MS basal salts (Sigma, St. Louis), 5 g of Sucrose, 0.5 g of MES, and 1 mL of 1,000 × Gamborg vitamins (Sigma) per liter at pH 5.75), 0.45% Phytagel, and 2.5 ppm benomyl. Plants were grown for either 10 or 5 days in an ambient pressure growth chamber at CESRF with 24-h light, 22 to 24°C, 97 kPa prior to low pressure treatments.

### Variations on the pressure and oxygen supplement

For atmospheric treatments, 10 d plants were transferred to LPGCs and exposed to the following six treatments for 24 h: (1) 97 kPa, (2) 50 kPa, (3) 25 kPa, (4) 50 kPa with oxygen supplemented to a partial pressure of 21 kPa (defined as 50 kPa/NormOx), (5) 25 kPa with oxygen supplement to a partial pressure of 21 kPa (defined as 25 kPa/NormOx), and (6) 97 kPa with reduced oxygen to a partial pressure of 5 kPa (defined as 97 kPa/HypOx). At the same time, 5 d plants were transferred to LPGCs and exposed to 97, 50, and 50 kPa with oxygen supplemented to a partial pressure of 21 kPa (50 kPa/NormOx) for 24 h. The carbon dioxide was held constant at a partial pressure of 0.05 kPa in all treatments. Nitrogen was used as a balance of remaining gas for oxygen treatments. The light, temperature and humidity remained the same as mentioned above. Each atmospheric treatment was replicated in three different chambers, and each chamber held 10 individual plates comprised of 12 plants each.

### Plant harvest, RNA extraction, and quantitative tests

At the completion of each atmospheric treatment, plants were harvested from media surface directly to RNAlater (Ambion). For each treatment, there were three chambers each containing10 plates of plants in total. Approximately 12 plants from each plate were harvested to a separate tube and were immediately stored as previously described (Paul and Ferl, 2011). One tube was selected from each LPGC replicate, for a total of three tubes per treatment group. Total RNA was extracted using the Qiagen RNAeasy kit and genomic DNA was removed using RNase-free DNase. RNA samples quantity and quantity were assessed using the BioSpectrometer (Eppendorf) and Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.).

### Microarray experiments

The 100 ng of total RNA were used for reverse transcription and preparation of biotin-labeled cRNA using the 3′ IVT plus Kit (Affymetrix). The Affymetrix GeneChip® Arabidopsis ATH1 Genome Arrays were hybridized with 12.5 μg purified and fragmented cRNA products for 16 h at 45°C. Arrays were washed using the Washing Procedure FS450_0004 and scanned with an Affymetrix GeneChip Scanner 3,000 7G. Primary data analysis was performed using the MAS5 algorithm within the Affymetrix Expression Console software. Array experiments were carried out at the Microarray Core of Interdisciplinary Center for Biotechnology Research, University of Florida. Array data are deposited in the Gene Expression Omnibus database with the accession number of GSE87869.

### Microarray data analysis

In total, 24 Affymetrix ATH1 arrays for roots and 18 for shoots were used in these analyses. Table 1 lists the number of arrays for each treatment. Only one array was available for analysis of 25 kPa/NormOx in roots due to technical problems in the array hybridization. The array data were normalized using the Robust Multi-chip Average (RMA) method and data quality was assessed using arrayQualityMetrics package for R/Bioconductor pipeline (Ritchie et al., 2015) and various QC charts (Density & Intensity plot, NUSE, RLE, and RNA Degradation Plot). Differential analysis between arrays was performed using the LIMMA package for R (Ritchie et al., 2015). Genes encoding mitochondrial or plastid transcripts were removed from the dataset. 

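With Benjamini-Hochberg adjustment over all 22647 probe sets tested, 79 genes in roots passed an adjusted p under 0.05 at 25 kPa (67 higher and 12 lower) and 99 at 97 kPa/HypOx (89 higher and 10 lower). In shoots, 18 genes passed at 25 kPa (10 higher and 8 lower) and 5 at 97 kPa/HypOx, all higher. The 5 are AT4G33560, a wounding-responsive gene, AT5G66985, PDC1, a pyruvate decarboxylase, AT3G03270, and AT2G31390, and their log2 fold changes ran from 1.23 to 2.99. PCR1 (AT1G14880), a small cysteine-rich membrane protein, was the one gene that passed in roots at 50 kPa, with a log2 fold change of 1.23 (SE 0.13, adjusted p = 0.023). AT2G31390 and PCR1 in roots were chosen after their values were seen. These counts differ from the paper's account. It reports no gene after correction at 50 kPa, and very few at 25 kPa and 97 kPa/HypOx. By limma, 0 genes passed in roots at 50 kPa/NormOx and at 25 kPa/NormOx, where 1559 and 896 genes had an unadjusted p under 0.05. In shoots 0 genes passed at 50 kPa, 50 kPa/NormOx and 25 kPa/NormOx, where 1377, 1334 and 585 genes had an unadjusted p under 0.05. With no change in any gene, a share of 0.05 of the 22647 probe sets would have such a p.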

In our dataset, correction of *p* value led to failure of recognizing any genes in differential comparison of 50 vs. 97 kPa, 50 kPa/NormOx vs. 97 kPa, and 25 kPa/NormOx vs. 97 kPa in 10 d roots and shoots, and could only isolated very few genes in 25 vs. 97 kPa, and 97 kPa/HypOx vs. 97 kPa. To avoid missing true effects, we used *p* < 0.01 without correction for identification of differentially expressed genes. Although, adopting *p* < 0.01 without correction will increase the false positives, the alternative is the loss of all differentially expressed genes in selected comparisons of hypobaric response. Hierarchical clustering analysis was performed according to Kendall tau distance of Log2 fold-change of genes in the dataset and heat maps were graphed using GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/). Biological process ontology analyses were carried out using AgriGO (http://bioinfo.cau.edu.cn/agriGO/index.php) (Du et al., 2010). GO terms with *p* < 0.01 were listed in Tables S1–S3. Pathway enrichment was annotated with DAVID6.8 online tools (https://david.ncifcrf.gov/) according to Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/tool/map_pathway1.html) (Huang et al., 2009).

**Table 1:** **Replicates of array at each treatment**.

**Treatments**	**97 kPa**	**50 kPa**	**25 kPa**	**50 kPa/NormOx**	**25 kPa/NormOx**	**97 kPa/HypOx**
	**Normal pressure**	**Low atmospheric pressure Total pressures (pTOT)**		**Hypobaria with normal oxygen composition (normoxia)**		**Hypoxia with normal pressure**
	Ambient at Guelph, ON	pO_2_ = 10 kPa	pO_2_ = 5 kPa	pTOT 50 kPa −pO_2_ = 21 kPa	pTOT 25 kPa −pO_2_ = 21 kPa	pTOT 97 kPa −pO_2_ = 5 kPa
10 day old Roots	3	3	3	2	1	3
10 day old Shoots	3	3	3	4	3	2
5 day old Roots	3	3	−	3	−	−

### Taqman quantitative RT-PCR

Quantitative RT-PCR was employed to quantify the expression levels of genes selected from the microarrays data. RNA from the same 10 d roots samples used for microarray analysis as well as additional experimental replications were subjected to this confirmation. The Applied Biosystems Prism 7700 Sequence Detection System was used for the qRT-PCR analysis (Paul et al., 2004). The fluorescently tagged probes and paired primers flanking a 60–100 bp section of the gene of interest are listed in Table 2. The gene expression level was normalized by relating the Taqman results to a standard curve. UBQ11 (AT4G05050) was used as the internal control. Three replicates for each sample were used.

**Table 2:** **Primers and probes used for Taqman qRT-PCR**.

**Gene**	**Name**	**Sequence (5′-3′)**
AHB1	AHB1-Forward	GGTGGCCAAGTATGCATTGTT
(AT2G16060)	AHB1-Probe	AGACGATAAAGGAGGCAGTGCCGGA
	AHB1-Reverse	CCCCAAGCCACCTTCATCT
PDC1	PDC1-Forward	GCTCTGTTGGTTACTCGCTTCTC
(AT4G33070)	PDC1-Probe	TCAAGAAAGAAAAAGCCATCGTTGTGCAA
	PDC1-Reverse	TGGCCACAGTGATACGATCAG
UBQ11	UBQ11-Forward	AACTTGAGGACGGCAGAACTTT
(AT4G05050)	UBQ11-Probe	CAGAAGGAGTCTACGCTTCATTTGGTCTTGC
	UBQ11-Reverse	GTGATGGTCTTTCCGGTCAAA

## Results and discussion

### Plant phenotypes in low atmospheric pressure environment

Other that minor changes associated with 24 h of growth, the phenotypes of the plants after the hypobaric conditions used in these experiments did not change (data not shown). As can be seen in the post-treatment photographs of Figure 2, there was no evidence of desiccation-associated phenotypes, such as leaf wilting, observed in either the 10 day old (10 d) or 5 day old (5 d) seedlings across the hypobaric and hypoxic treatments (Figure 2). This observation is consistent with our previous study in 10 kPa and 2% O_2_ conditions (Paul et al., 2004). The high relative humidity and continuous water supply provided by the micro-climate of the Petri plate growing system likely removes any outward expression of actual dehydration. The solid nutrient media in the petri plant growing system is sufficient to grow Arabidopsis for 24 h in severe hypobaria without exhausting the water supply within the media. Although, water is moving more rapidly through the stomata, this phenomenon does not cause a visible (e.g., wilted) phenotype.

**Figure 2:**
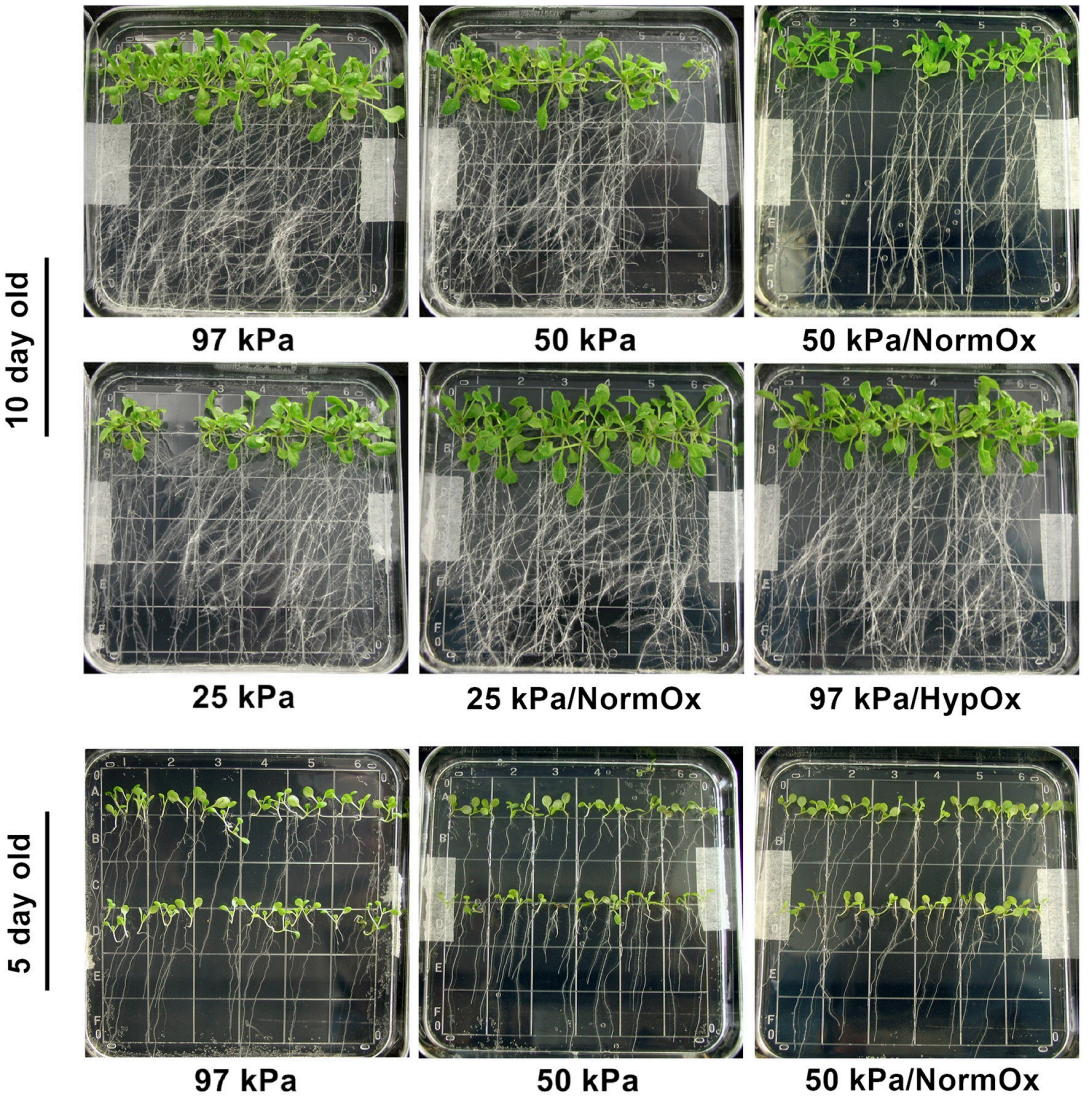
**Phenotype of plants treated with 24 h of hypobaric or hypoxic stress as indicated**. Photos were taken right after the stress application. 10 d seedlings undergoing 97 kPa, 50 kPa, 50 kPa/NormOx (50 kPa/pO_2_ = 21 kPa), 25 kPa, 25 kPa/NormOx (25 kPa/pO_2_ = 21 kPa), and 97 kPa/HypOx (97 kPa/pO_2_ = 5 kPa), as well as 5 d seedlings treated with 97 kPa, 50 kPa and 50 kPa/NormOx were shown. None of 5 d or 10 d plants under these treatments showed desiccation-associated phenotype.

### The impact of supplemental oxygen on transcriptional responses to 50 kPa atmospheres

Two treatments were used to evaluate the contribution of hypoxia to the hypobaric transcriptome of *Arabidopsis*: exposing seedlings to 50 kPa, and to 50 kPa supplemented with oxygen to a normal (21 kPa) level (50 kPa/NormOx) (Figure 3). 

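RNA from roots and shoots of 10 d seedlings was hybridized to Affymetrix ATH1 arrays after 24 h in a chamber at 97 kPa, 50 kPa or 50 kPa/NormOx. The oxygen partial pressure was 21 kPa at 97 kPa and at 50 kPa/NormOx, and 10 kPa at 50 kPa. In roots there were 3 arrays at 97 kPa, 3 at 50 kPa and 2 at 50 kPa/NormOx, and in shoots 3, 3 and 4. The methods give 3 chambers per atmosphere, and which chamber each of the 4 shoot arrays at 50 kPa/NormOx came from is not stated. The authors deposited log2 values from Robust Multi-chip Average normalization, made separately for roots and shoots, which run from 2.88 to 13.56 in roots and from 3.31 to 13.44 in shoots. From these values limma was fitted once per tissue with all 6 atmospheres of the study, 15 root arrays and 18 shoot arrays, after the 99 probe sets of mitochondrial and plastid genes were removed. A gene counted as changed at an unadjusted p under 0.01 with a log2 fold change of at least 1 in size, the study's threshold, and adjusted p-values are over the 22647 probe sets tested. Probe sets count as genes here, and a probe set with no gene name in the annotation is given by its own name. The number of arrays limits the precision. Root 97 kPa replicate 1 had a mean correlation of 0.884 with the other root arrays, against 0.966 to 0.980 for the rest, and shoot 50 kPa/NormOx replicate 1 had 0.898 with the other shoot arrays, against 0.974 to 0.983. The spread of the 3 root arrays at 97 kPa was 1.78 times the pooled spread of the root groups. The fit gives every SE and p-value from the pooled spread. For root responses, which all rest on these 3 arrays, they can therefore be too small.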

Genes with significant (*p* < 0.01) differential expression by at least 2-fold based on 97 kPa control were defined as differentially expressed genes. There were 151 differentially expressed genes identified in at least one of these two conditions in roots or shoots, which were defined as 50 kPa atmosphere associated genes of 10 d plants (Figure 3A). Most of these genes exhibited different expression patterns in roots and shoots, demonstrating the tissue-specific response to hypobaria. Among them, 112 genes in 50 kPa and 25 genes in 50 kPa/NormOx were significantly changed in roots, while 23 genes in 50 kPa and 2 genes in 50 kPa/NormOx were in shoots (Figure 3B), suggesting that roots could be more sensitive and shoots might possess better adaptation ability especially to 50 kPa/NormOx. 

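In roots at 50 kPa genes known from low oxygen were among those with the largest rise. AT4G33560 rose from 5.08 ± 1.38 (SD, n = 3) at 97 kPa to 7.82 ± 0.13 (SD, n = 3) at 50 kPa on the log2 scale, a log2 fold change of 2.74 (SE 0.54, adjusted p = 0.225). AT4G10270, a wound-responsive family member, rose with a log2 fold change of 2.34 (SE 0.57, adjusted p = 0.283), AT4G39675 with 1.87 (SE 0.39, adjusted p = 0.227), and the peroxidase PER44 (AT4G26010) with 1.95 (SE 0.38, adjusted p = 0.225). Of the 34 core low-oxygen genes marked in Table S3, 13 rose and 33 had a positive log2 fold change, with a median of 0.96 and an adjusted p of 6.38e-21 from camera (adjusted p = 0.0958 with an estimated correlation). By limma 0 of the 34 passed an adjusted p under 0.05 over all genes, with 25 when adjusted over the list alone. The study kept the 34 from a larger published set because they changed in these samples. They are therefore not independent evidence of a rise. Among 5 tested genes of fermentation and glycolysis, 1 of them also in the low-oxygen list, the lactate dehydrogenase AT4G17260 (1.37) and the pyruvate decarboxylase PDC2 (1.27) rose, with a list median of 0.59 and an adjusted p of 0.000769 (adjusted p = 0.0993 with an estimated correlation), 4 passing when adjusted over the list alone and 0 over all genes, where 2534 genes had an unadjusted p under 0.05 by limma. Of 6 further genes of this list, named only in the paper's tables of changed genes and left out of the test for that reason, 3 rose. In total 130 genes changed at 50 kPa or 50 kPa/NormOx in roots or shoots. The calls did not hold for AT4G17260 without root 97 kPa replicate 1 (log2 fold change 0.77), root 50 kPa replicate 2 (unadjusted p = 0.0194) and root 50 kPa replicate 3 (unadjusted p = 0.0206), and for PDC2 without root 97 kPa replicate 1 (log2 fold change 0.87).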

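The response of roots and the response of shoots to the same atmosphere were compared directly, as root response minus shoot response, in 1 fit of all 33 arrays. At 50 kPa this difference passed the study's threshold for 78 genes, 58 with the higher response in roots, and at 50 kPa/NormOx for 111 genes, 93 with the higher response in roots. PDC1 and AT4G39675 had differences of 2.36 and 1.81 at 50 kPa on the log2 scale. With adjustment over all probe sets 1 difference passed at 50 kPa, the unnamed probe set 257435_at, with 1.27 (SE 0.18, adjusted p = 0.00895), which was chosen after its value was seen. By limma 0 differences passed at 50 kPa/NormOx, where 2145 had an unadjusted p under 0.05. Of the 111 genes that changed at 50 kPa in either tissue, 54 had a difference with an unadjusted p under 0.01 and 0 passed with adjustment, and of the 25 at 50 kPa/NormOx these numbers were 9 and 0. With the replicate number as a replicate block the count at 50 kPa/NormOx was 395, and without the outlying array of each tissue, an alternative chosen after seeing the data, it was 25.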

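In roots 80 genes rose and 10 fell at 50 kPa, and 11 rose and 3 fell at 50 kPa/NormOx. In shoots 23 genes rose and 1 fell at 50 kPa, and 8 rose and 3 fell at 50 kPa/NormOx. GLP9, a germin-like protein, rose in roots at 50 kPa with a log2 fold change of 1.76 (SE 0.35, adjusted p = 0.225) and at 50 kPa/NormOx with 1.51 (SE 0.39, adjusted p = 0.581), a call lost without root 50 kPa/NormOx replicate 1 (unadjusted p = 0.0282). BGLU11, a beta-glucosidase, rose in shoots at 50 kPa with 1.37 (SE 0.27, adjusted p = 0.378). In 20 simulated sets of unchanged groups compared with the real 97 kPa arrays, with each group's own spread, on average 166.1 root genes and 2.35 shoot genes passed the threshold at 50 kPa, and 51.6 and 62.2 at 50 kPa/NormOx. On average 82.7 of the simulated root calls at 50 kPa were higher, against 80 of the 90 real ones. The 90 lie below the lowest count of the 20 sets, 141. So do the 14 root genes and 11 shoot genes at 50 kPa/NormOx, with lowest counts of 37 and 45. Sets of this spread gave more calls than the real groups there, so they cannot tell how many of the 90 calls are chance. With 1 common spread for all groups and redrawn 97 kPa arrays, an alternative chosen after seeing the data, these averages were 31.45, 20.95, 47.8 and 18.1. The root counts were 33 and 1190 at 50 kPa without root 97 kPa replicate 1 and 3, 331, 37 and 58 without root 50 kPa replicate 1, 2 and 3, and at 50 kPa/NormOx 69, 1195 and 7 without root 97 kPa replicate 2, root 97 kPa replicate 3 and root 50 kPa/NormOx replicate 1. The shoot counts were 105, 11 and 14 at 50 kPa without shoot 50 kPa replicate 1, 2 and 3, and at 50 kPa/NormOx 4, 7, 21 and 17 without shoot 97 kPa replicate 1, 2 and 3 and shoot 50 kPa/NormOx replicate 1.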

According to expression patterns, these 151 genes were clustered and GO analysis was performed for each gene clade (Table S1). In general, most genes up- or down-regulated in 50 kPa were associated with abiotic stimulus and metabolic process in roots. 

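SUS1 (AT5G20830), a sucrose synthase that cleaves sucrose, rose in roots at 50 kPa, at 8.65 ± 0.11 (SD, n = 3) at 50 kPa and 7.24 ± 0.88 (SD, n = 3) at 97 kPa on the log2 scale. This is a log2 fold change of 1.41 (SE 0.32, adjusted p = 0.266). The log2 fold change at 50 kPa/NormOx was 0.86 (SE 0.36, adjusted p = 0.581) and did not pass the threshold. Of 5 tested genes of drought and abscisic acid response, the dehydrin LTI30 rose at 50 kPa (1.17 (SE 0.34, adjusted p = 0.311)), while COR15A had -0.37. The list had a median of -0.04 and a mean of 0.18, with the higher direction and an adjusted p of 0.369 from camera, and 2 of its genes passed when adjusted over the list alone. Without root 97 kPa replicate 1 the log2 fold change of SUS1 was 0.94, under the threshold. The call of LTI30 was lost without root 97 kPa replicate 1 (log2 fold change 0.71), root 97 kPa replicate 2 (unadjusted p = 0.0116), root 50 kPa replicate 1 (unadjusted p = 0.0112) and root 50 kPa replicate 2 (unadjusted p = 0.0224).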

One example for drought and cold responsive genes was Sucrose Synthase 1 (SUS1, AT5G20830) (Déjardin et al., 1999), which was significantly induced by 50 kPa treatment. 

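At 50 kPa 3 genes rose in both roots and shoots, AT4G33560, PCR1 and AT5G26280, where independent lists of these sizes would share 0.0812. In shoots the log2 fold changes were 1.13 (SE 0.22, adjusted p = 0.364) for AT4G33560, 1.81 (SE 0.54, adjusted p = 0.689) for PCR1 and 1.09 (SE 0.35, adjusted p = 0.719) for AT5G26280, which was chosen after its values were seen. CRK18, a cysteine-rich receptor-like kinase, rose in shoots with 1.24 (SE 0.28, adjusted p = 0.585). CRK18 was at 5.65 ± 0.37 (SD, n = 3) at 50 kPa and 4.41 ± 0.17 (SD, n = 3) at 97 kPa on the log2 scale. The list of salicylate and defence genes had 2 members named in the platform annotation and was not tested, and of 5 more named only in the paper's tables of changed genes 2 rose in shoots at 50 kPa. The call of PCR1 in shoots was lost without shoot 97 kPa replicate 2 (unadjusted p = 0.0305), shoot 50 kPa replicate 2 (unadjusted p = 0.0235) and shoot 50 kPa replicate 3 (unadjusted p = 0.0173).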

When contrasted, shoots showed small overlap with roots and elevated a set of biotic stimulus regulated genes. 

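THI2.1 (AT1G72260), a thionin with antimicrobial action, was at 7.39 ± 0.49 (SD, n = 3) at 50 kPa and 8.94 ± 0.50 (SD, n = 3) at 97 kPa in shoots on the log2 scale. It fell, with a log2 fold change of -1.55 (SE 0.39, adjusted p = 0.638), and was the 1 gene of 24 changed genes in shoots at 50 kPa that was lower. In roots at 50 kPa its log2 fold change was -0.58 (SE 0.56, adjusted p = 0.653), which did not pass the threshold. Of the 3 tested genes of the jasmonate list in shoots at 50 kPa, THI2.1 was the one that changed, also when adjusted over the list alone, and 0 passed over all genes by limma. Of 6 further genes of the list, left out of the test because only the paper's tables of changed genes name them, 2 rose. The list had a median of 0.11 and a mean of -0.34, with the lower direction and an adjusted p of 0.62 from camera.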

Only one biotic gene, a thionin gene (AT1G72260) responsive to pathogens, was down-regulated in shoots. For 50 kPa/NormOx response, both roots and shoots involved metabolism associated genes but none of them overlapped. These demonstrated that different plant organs/tissues could generate diverse responses to hypobaria with or without hypoxia.

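At 50 kPa/NormOx the glycine-rich protein ATGRP9 and the phosphate translocator PPT1 rose in roots, and SWEET11, a sucrose transporter, fell. Their log2 fold changes were 1.69 (SE 0.43), 1.46 (SE 0.38) and -1.27 (SE 0.40), each with an adjusted p of 0.581. In shoots AT5G18600, a glutaredoxin family gene, rose with a log2 fold change of 1.39 (SE 0.38, adjusted p = 0.486). None of the 25 genes that changed in either tissue at 50 kPa/NormOx changed in both (0 shared). Independent lists of these sizes would share 0.00389 higher genes, so 0 shared does not set the tissues apart. The calls were lost for ATGRP9 without root 50 kPa/NormOx replicate 1 (unadjusted p = 0.0223), for PPT1 without root 50 kPa/NormOx replicate 1 (unadjusted p = 0.0243), for SWEET11 without root 97 kPa replicate 1 (log2 fold change -0.75), root 50 kPa/NormOx replicate 1 (unadjusted p = 0.0202) and root 50 kPa/NormOx replicate 2 (unadjusted p = 0.0574), and for AT5G18600 without shoot 97 kPa replicate 2 (unadjusted p = 0.0149). From the larger number of changed genes in roots than in shoots, the paper proposes that roots may be the more sensitive organ. Shoots, it proposes, may adapt better, above all when oxygen is restored.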

**Figure 3:**
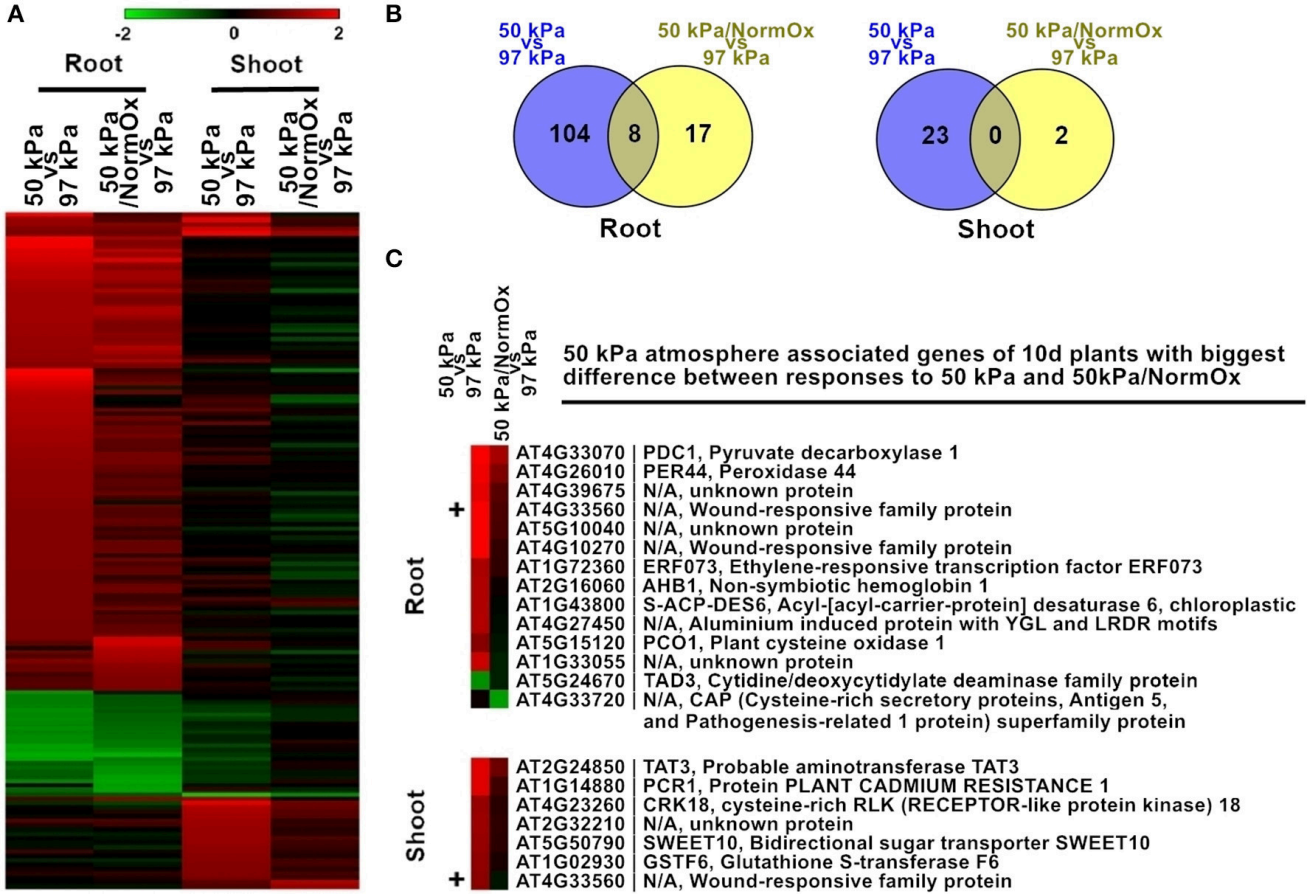
**Differentially expressed genes in response to 50 kPa and 50 kPa/NormOx in roots and shoots of 10 d plants. (A)** Heat map of 151 differentially expressed genes with statistical significance (*p* < 0.01) by at least 2-fold in at least one of 50 kPa and 50 kPa/NormOx (50 kPa/pO_2_ = 21 kPa) responses in roots or shoots. Filled colors represent Log2 fold-change. **(B)** Venn diagram showing the overlap of significantly changed genes (Log2 fold-change >1, *p* < 0.01) between responses to 50 kPa and 50 kPa/NormOx in roots and shoots. **(C)** 50 kPa atmosphere associated genes of 10 d plants with biggest difference in expression level between responses to 50 kPa and 50 kPa/NormOx. The genes with difference of expression level more than 1.8-fold in roots and shoots were listed. The “+” represents the gene shared by the lists of roots and shoots.

As revealed by the heat map pattern shown in Figure 3, some differentially expressed genes that were significantly changed at least in one condition had similar trends of behavior in 50 kPa and 50 kPa/NormOx. However, if selected using a stringent criteria of fold change as well as *p* value in each condition, few genes were overlapped between 50 kPa and 50 kPa/NormOx (Figures 3A,B). 

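In roots 5 genes rose at both 50 kPa and 50 kPa/NormOx, and 0 fell in both. They are GLP9, PPT1, LTI30, ARPN, a plantacyanin that binds copper, and the probe set 251241_s_at. ARPN had a log2 fold change of 1.15 at 50 kPa and 1.38 at 50 kPa/NormOx, and 251241_s_at had 1.30 and 1.25. In shoots no gene changed in both (0 of 35), where independent lists would share 0.00812 higher genes. Of the 99 root genes changed in either atmosphere, 94 had the same sign in both (94.9%), and of the 35 shoot genes, 33 had (94.3%), while simulated unchanged groups gave 100% and 85.7% with each group's own spread and 89.6% and 94.9% with 1 common spread, shares added after seeing the data. Since both responses are measured against the same 3 arrays at 97 kPa, unchanged groups share calls too, on average 15.2 higher genes in roots with each group's own spread and 2.5 with 1 common spread. All 5 lost the call at 50 kPa/NormOx without root 50 kPa/NormOx replicate 1 (unadjusted p from 0.0201 to 0.0499), ARPN, LTI30 and 251241_s_at also without replicate 2 (0.0159, 0.0281 and 0.0307), and 251241_s_at and LTI30 also without root 97 kPa replicate 1 (log2 fold changes 0.91 and 0.76), root 97 kPa replicate 3 (251241_s_at, unadjusted p = 0.0137) or root 97 kPa replicate 2 (LTI30, 0.0154). At 50 kPa the call of ARPN was lost without root 97 kPa replicate 1 (log2 fold change 0.85), root 97 kPa replicate 2 (unadjusted p = 0.0128), root 50 kPa replicate 1 (unadjusted p = 0.0213) and root 50 kPa replicate 2 (unadjusted p = 0.0108), and that of LTI30 without the same arrays. The value of 251241_s_at at 50 kPa was chosen after it was seen.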

To further clarify the difference between plant responses to 50 kPa and 50 kPa/NormOx, 129 differentially expressed genes in roots and 25 genes in shoots were used to assess expression distinction. 

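AT4G33560 responded more to 50 kPa than to 50 kPa/NormOx in both tissues, with a difference of 2.12 (SE 0.60, unadjusted p = 0.00426) on the log2 scale in roots and 1.29 (SE 0.20, unadjusted p = 1.73e-05) in shoots. In roots 14 of the 99 genes changed in either atmosphere differed by over 1.8-fold between the responses, 13 of them higher at 50 kPa, and 9 of the 34 core low-oxygen genes are among them, all higher at 50 kPa. In shoots 16 of 35 genes differed by over 1.8-fold, 11 of them higher at 50 kPa, and 1 of the 34 core low-oxygen genes is among them. Tested as a contrast in the same fit, 6 of the 14 differences in roots and 3 of the 16 in shoots had an unadjusted p under 0.01. By limma 0 differences passed with adjustment in either tissue, where 491 genes in roots and 1694 in shoots had an unadjusted p under 0.05. The root count was 23 without root 97 kPa replicate 3 and 39 without root 50 kPa replicate 1. The shoot count was 5 without shoot 97 kPa replicate 1 or 2, 83 and 9 without shoot 50 kPa replicate 1 and 2, 10 without shoot 50 kPa/NormOx replicate 3, and 30 with a replicate block.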

Surprisingly, there were only 14 genes in roots and 7 genes in shoots showing more than 1.8-fold in expression difference between responses to 50 kPa and 50 kPa/NormOx, and one of them, AT4G33560 that is a wounding responsive unknown gene, was shared (Figure 3C). These genes revealed the biggest difference between responses to 50 kPa and 50 kPa/NormOx. 

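PDC1 (AT4G33070), a pyruvate decarboxylase of ethanol fermentation, had a difference of 1.24 (SE 0.58, unadjusted p = 0.054) on the log2 scale between the responses of roots to 50 kPa and to 50 kPa/NormOx. AHB1 (AT2G16060), a hemoglobin, differed by 1.29 (SE 0.32, unadjusted p = 0.00166), and PCO1 (AT5G15120), a cysteine oxidase that senses oxygen, by 1.26 (SE 0.23, unadjusted p = 0.000148). The transcription factor ERF073 differed by 0.99 (SE 0.33, unadjusted p = 0.0119), and AT1G33055 by 1.88 (SE 0.56, unadjusted p = 0.00607). At 50 kPa/NormOx the log2 fold changes were 1.36 for PDC1, 0.14 for AHB1, -0.16 for PCO1, 0.40 for ERF073 and -0.23 for AT1G33055, and none of these passed the threshold. With adjustment over all probe sets each difference had an adjusted p of 1. At 50 kPa the calls were lost for PCO1 without root 97 kPa replicate 1 (log2 fold change 0.96) and for ERF073 without root 97 kPa replicate 1 (log2 fold change 0.99), and for AT1G33055 without root 97 kPa replicate 1 (unadjusted p = 0.0286), root 97 kPa replicate 2 (unadjusted p = 0.0353), root 50 kPa replicate 1 (unadjusted p = 0.0193), root 50 kPa replicate 2 (unadjusted p = 0.0138) and root 50 kPa replicate 3 (unadjusted p = 0.0202).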

In roots, 12 genes including typical hypoxia responsive genes such as PDC1 (AT4G33070), AHB1 (AT2G16060), and PCO1 (AT5G15120) were highly expressed in 50 kPa but not 50 kPa/NormOx (Gibbs et al., 2011; Licausi et al., 2011a). Meanwhile, only one gene named TAD3 (AT5G24670) was repressed in 50 kPa but not 50 kPa/NormOx. It has been reported that the knockout of TAD3 was lethal and knockdown mutation of which led to reduced plant growth (Zhou et al., 2014), suggesting that the combined hypobaria might trigger growth repression pathways, which was consistent with the previously reported reduced plant growth in long-term exposure to 30 kPa/pO_2_ = 6 kPa compared with ambient control of 101 kPa/pO_2_ = 21 kPa (Tang et al., 2015). 

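TAD3, given as EMB2820 in the annotation, encodes a subunit of an adenosine deaminase that edits transfer RNA. It fell in roots at 50 kPa with a log2 fold change of -1.13 (SE 0.27, adjusted p = 0.281), at 6.76 ± 0.47 (SD, n = 3) at 50 kPa and 7.89 ± 0.15 (SD, n = 3) at 97 kPa. At 50 kPa/NormOx its log2 fold change was -0.22 (SE 0.30, adjusted p = 0.763). The difference between the responses was -0.91 (SE 0.30, unadjusted p = 0.0112) on the log2 scale. Without root 50 kPa replicate 3 the log2 fold change at 50 kPa was -0.94, under the threshold.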

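AT4G33720 had a log2 fold change of 0.12 (SE 0.27, adjusted p = 0.856) in roots at 50 kPa and fell at 50 kPa/NormOx, with -1.23 (SE 0.30, adjusted p = 0.581). The difference between the responses was 1.35 (SE 0.30, unadjusted p = 0.000792) on the log2 scale. Its level was 5.91 ± 0.17 (SD, n = 2) at 50 kPa/NormOx and 7.14 ± 0.65 (SD, n = 3) at 97 kPa. The call at 50 kPa/NormOx was lost without root 97 kPa replicate 3 (log2 fold change -0.90) and root 50 kPa/NormOx replicate 2 (unadjusted p = 0.0177).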

The unknown gene AT4G33720 belonging to the CAP (Cysteine-rich secretory protein) superfamily was reported to be regulated by DREB2A, a key transcription factor in drought response (Sakuma et al., 2006). 

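In shoots PCR1, TAT3, a tyrosine aminotransferase, GSTF6, a glutathione S-transferase, CRK18 and SWEET10, a sugar transporter, had the higher response at 50 kPa. The differences from 50 kPa/NormOx on the log2 scale were 1.29 (SE 0.50, unadjusted p = 0.0222) for PCR1, 0.94 (SE 0.51, unadjusted p = 0.0896) for TAT3 and 0.93 (SE 0.33, unadjusted p = 0.0126) for GSTF6. CRK18 differed by 0.89 (SE 0.26, unadjusted p = 0.00442) and SWEET10 by 0.87 (SE 0.36, unadjusted p = 0.029). The probe set 265670_s_at, which covers AT2G32190 and AT2G32210, differed by 0.88 (SE 0.39, unadjusted p = 0.04). The calcium-binding protein gene AT4G27280 had the higher response at 50 kPa/NormOx, with a difference of -1.34 (SE 0.49, unadjusted p = 0.0156), as did AT2G20670, with -1.40 (SE 0.43, unadjusted p = 0.00576), and 3 unnamed probe sets. With adjustment over all probe sets these differences had adjusted p-values of 0.562 to 0.603. The calls at 50 kPa against 97 kPa were lost for TAT3 without shoot 97 kPa replicate 1 (unadjusted p = 0.0265), shoot 97 kPa replicate 2 (unadjusted p = 0.0156), shoot 50 kPa replicate 2 (unadjusted p = 0.029) and shoot 50 kPa replicate 3 (unadjusted p = 0.0216), for GSTF6 without shoot 97 kPa replicate 1 (unadjusted p = 0.0101), shoot 97 kPa replicate 2 (unadjusted p = 0.018), shoot 50 kPa replicate 2 (log2 fold change 0.96) and shoot 50 kPa replicate 3 (log2 fold change 0.96), and for SWEET10 without shoot 97 kPa replicate 2 (log2 fold change 0.97), shoot 97 kPa replicate 3 (unadjusted p = 0.021) and shoot 50 kPa replicate 3 (log2 fold change 0.87).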

Seven of the genes were up-regulated in shoots at 50 kPa but not 50 kPa/NormOx, and five of which were associated with signal transduction (Figure 3C).

The pressure of 50 kPa, half of the barometric pressure at sea level (around 101 kPa), can be considered as a boundary of moderate and severe hypobaria, as the natural terrestrial limit of atmosphere for higher plants is no less than 50 kPa (Paul et al., 2004; Richards et al., 2006). The oxygen partial pressure of 10.3 kPa in 50 kPa is a mild hypoxic stress, which causes no obvious change in vegetative growth of Arabidopsis plants in soil (Ramonell et al., 2001). In the present work, comparison between 50 kPa and 50 kPa/NormOx distinguishes the responses to hypobaria with and without hypoxia in moderate low pressure. 

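The 34 core low-oxygen genes averaged 6.99 to 7.34 on the log2 scale in the root arrays at 50 kPa, 6.05 and 6.64 in those at 50 kPa/NormOx and 5.68 to 6.69 in those at 97 kPa. In shoots these averages were 5.88 to 6.12 at 50 kPa, 5.47 to 5.89 at 50 kPa/NormOx and 5.69 to 5.97 at 97 kPa. In roots at 50 kPa/NormOx 0 of the 34 rose, with a list median of 0.17 and an adjusted p of 0.26 from camera, and in shoots 0 rose, with -0.09 and 0.051. Without root 97 kPa replicate 3 and without root 50 kPa/NormOx replicate 1 the root median passed the test, at 0.45 and 0.45, and the shoot median passed in the other direction without shoot 97 kPa replicate 1 or 2, shoot 50 kPa/NormOx replicate 1 or 4 (-0.12, -0.14, -0.16 and -0.10) and, at -0.10, with a replicate block. Across all probe sets, which are not independent replicates, the log2 fold changes at 50 kPa and 50 kPa/NormOx had a correlation of 0.864 in roots and 0.213 in shoots, where simulated unchanged groups sharing the 97 kPa arrays gave 0.810 and 0.430 with each group's own spread and 0.445 and 0.534 with 1 common spread and redrawn 97 kPa arrays, an alternative chosen after seeing the data.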

In summary, even though 50 kPa involved a weak hypoxic stress, the transcriptome of 50 kPa and 50 kPa/NormOx treatments did not show a dramatic difference with respect to the hypobaric component of the environment. In addition, plant responses to hypobaria with or without hypoxia were shown to be regulated in a tissue-specific manner.

### The impact of developmental age on the transcriptional response to 50 kPa atmospheres

The developmental age of *Arabidopsis* had a substantial effect on the profile of differentially expressed genes in response to the 50 kPa and 50 kPa/NormOx atmospheres. The root transcriptomes of 5 d *Arabidopsis* seedlings revealed exhibited notably different expression patterns than the transcriptomes of the 10 d roots in the same environments (Figure 4). There were 221 differentially expressed genes in at least one of these two conditions in roots of 5 or 10 d plants, which were subsequently defined as 50 kPa atmosphere associated genes of 5/10 d roots (Figure 4A). Among them, 103 genes of 5 d roots and 129 genes of 10 d roots were identified. Only 10 genes were coordinately expressed in 5 d and 10 d roots in 50 kPa, and just a single gene in the 50 kPa/NormOx treatments (Figure 4B). The clustered differentially expressed genes were listed in Table S2 and GO terms of each clade were shown. In response to 50 kPa, 5 d plants had more expressed genes associated with lipid metabolism changes while 10 d plants showed more abiotic stress response. They shared typical hypoxia responsive genes including PDC1, AHB1, and PCO1. For response to 50 kPa/NormOx, only one gene, bidirectional sugar transporter SWEET11 (AT3G48740), was repressed in both 5 and 10 d plants. Other differentially expressed genes for 50 kPa/NormOx were mostly associated with metabolic process but none of them were shared by the two different ages. To further conduct the comparison of age-dependent responses to 50 kPa and 50 kPa/NormOx, the 103, and 129 of 50 kPa atmosphere associated genes identified in 5 or 10 d roots were studied to show expression differences between responses to 50 kPa and 50 kPa/NormOx. Among these, 37 genes exhibited more than 1.8-fold in expression difference between responses to 50 kPa and 50 kPa/NormOx, including 23 genes only in 5 d plants, 5 genes only in 10 d plants and 9 genes in both ages (Figure 4C). Hypoxia and wound responsive genes shared by 5 and 10 d plants composed the age-independent difference between responses to 50 kPa and 50 kPa/NormOx. The 5 d roots used more lipid, sugar and water metabolism related genes in response to 50 kPa but not 50 kPa/NormOx. The stomatal density and development controlling protein Epidermal Patterning Factor 2 (EPF2) (AT1G34245) that would increase water use-efficiency (Engineer et al., 2014; Franks et al., 2015) and cell wall-plasma membrane linker protein (CWLP) (AT3G22120) that could contribute to water content protection (Stein et al., 2011) were only up-regulated in response to 50 kPa. Interestingly, most of these genes were not responsive to either 50 kPa or 50 kPa/NormOx in 10 d plants, suggesting that hypobaria triggers different responsive pathways in developmental ages of plants.

**Figure 4:**
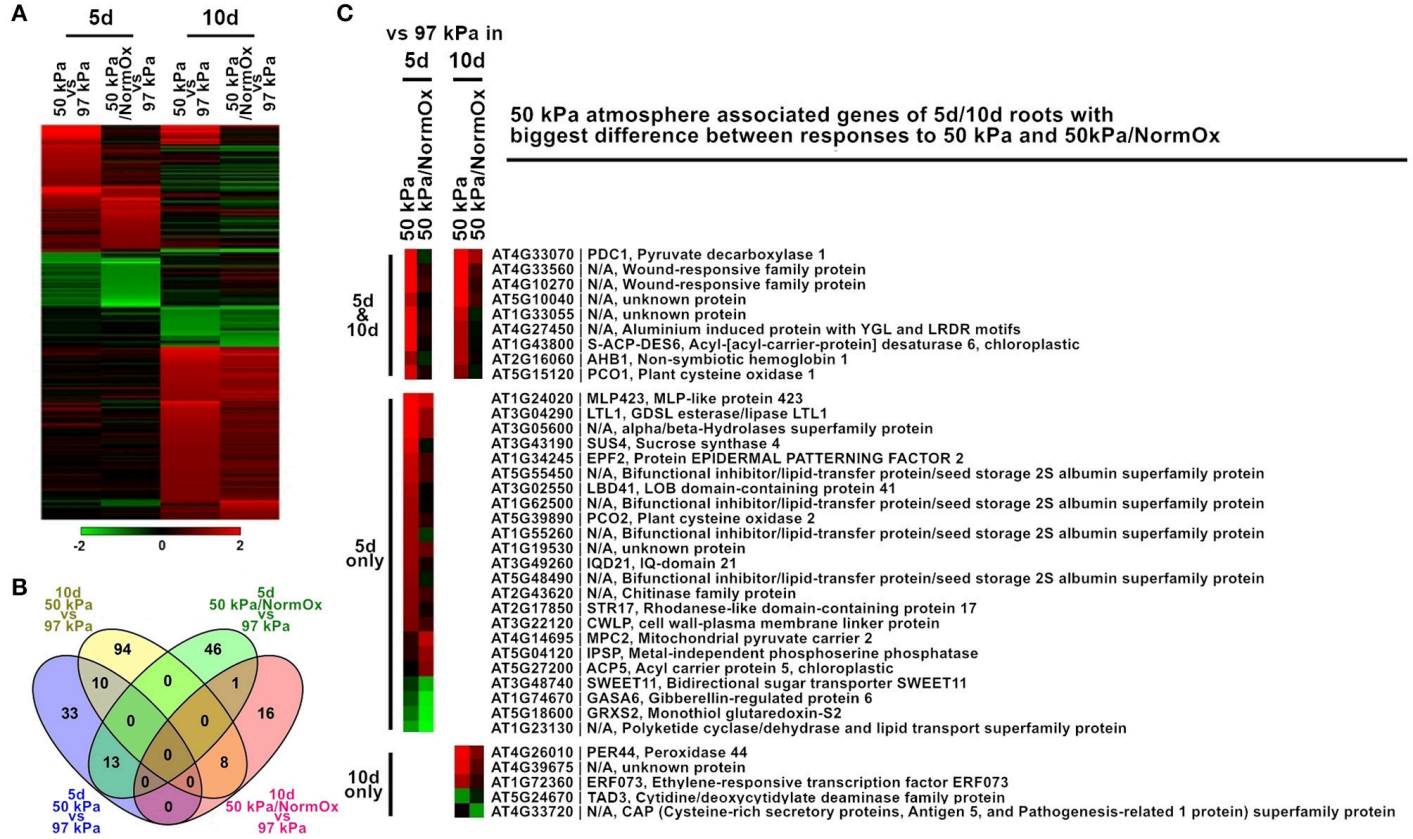
**Differentially expressed genes in response to 50 kPa and 50 kPa/NormOx in roots of 10 d and 5 d plants. (A)** Heat map of 221 differentially expressed genes with statistical significance (*p* < 0.01) by at least 2-fold in at least one of responses to 50 kPa and 50 kPa/NormOx (50 kPa/pO_2_ = 21 kPa) in roots of 10 d or 5 d plants. Filled colors represent Log2 fold-change. **(B)** Venn diagram showing the overlap of significantly changed genes (Log2 fold-change >1, *p* < 0.01) between responses to 50 kPa and 50 kPa/NormOx in roots of 10 d and 5 d plants. **(C)** 50 kPa atmosphere associated genes of 5 d/10 d roots with biggest difference in expression level between responses to 50 kPa and 50 kPa/NormOx. The genes with difference more than 1.8-fold were listed.

### Comparison of transcriptional responses to hypobaria and hypoxia with respect to 25 kPa atmospheres

The more severe hypobaric environment of 25 kPa was used to further dissect the contribution of oxygen in the transcriptional response of 10 d *Arabidopsis* to reduced atmospheric pressure (Figure 5). The partial pressure of oxygen at 25 kPa is 5 kPa, an oxygen concentration which is known to confer a strong hypoxic stress response in plants (Van Dongen et al., 2009; Mustroph et al., 2010). 

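RNA from roots and shoots of 10 d seedlings was also hybridized after 24 h at 25 kPa, at 25 kPa with oxygen restored to 21 kPa (25 kPa/NormOx) and at 97 kPa with oxygen lowered (97 kPa/HypOx). The oxygen partial pressure was 5 kPa at 25 kPa, and at 97 kPa/HypOx it was 5 kPa as the paper gives it and 5.1 kPa as the sample labels give it. In roots there were 3 arrays at 25 kPa, 1 at 25 kPa/NormOx and 3 at 97 kPa/HypOx, and in shoots 3, 3 and 2, compared with the 3 arrays of the tissue at 97 kPa. The values, the fit and the threshold are those used for 50 kPa, with the log2 values as deposited. The single root array at 25 kPa/NormOx was assumed to vary like the other root groups. The number of arrays limits the precision, most of all at root 25 kPa/NormOx and shoot 97 kPa/HypOx.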

To better dissect hypobaric stress in 25 kPa, two additional conditions were utilized: total gas pressure in 25 kPa with a partial pressure of supplemental oxygen in 21 kPa (defined as 25 kPa/NormOx) and hypoxia containing total gas pressure in 97 kPa with a partial pressure of oxygen in 5 kPa (defined as 97 kPa/HypOx). 

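In roots at 25 kPa AT5G10040, a core low-oxygen gene, had the largest log2 fold change of the genes past the threshold. AT5G10040 had a log2 fold change of 5.08 (SE 0.76, adjusted p = 0.0177), AT2G17850, a rhodanese family gene, 4.21 (SE 0.66, adjusted p = 0.0223), and AT3G29970, a germination-related gene, 3.86 (SE 0.50, adjusted p = 0.00625). AT5G10040 was at 9.50 ± 0.61 (SD, n = 3) at 25 kPa and 4.42 ± 1.87 (SD, n = 3) at 97 kPa on the log2 scale. Its SE of 0.76 comes from the spread pooled over the root groups and understates the spread of its 97 kPa arrays. Of the 34 core low-oxygen genes, 30 rose at 25 kPa and 34 at 97 kPa/HypOx, with list medians of 1.80 and 2.09 and adjusted p-values of 2.24e-45 and 1.19e-65 from camera (0.00901 and 0.00242 as adjusted p with an estimated correlation). Over all genes 24 and 27 of the 34 passed an adjusted p under 0.05, and 33 and 34 when adjusted over the list alone. The study kept the 34 from a larger published set for their change in these samples, so they are not independent evidence of a rise. Of 5 further low-oxygen genes outside that list, 0 changed in either atmosphere, and with adjustment over all genes by limma 0 passed at 25 kPa, where 3387 genes had an unadjusted p under 0.05. Their median was 0.36 at 25 kPa (adjusted p = 0.0476, and 0.149 as adjusted p with an estimated correlation) and 0.68 at 97 kPa/HypOx (0.00353 and 0.0348), and 1 and 3 passed when adjusted over the list alone. The study's 34 hold the low-oxygen genes that changed in these samples. Genes outside them may thus be picked for little change, so the 0 changed is not independent evidence either. In total 331 genes changed in at least 1 of the 3 atmospheres in roots or shoots. The list of 5 further genes lost its call at 25 kPa without root 97 kPa replicate 2 or 3, with medians of 0.23 and 0.42. Without root 25 kPa replicate 1 or 2 that call was lost too, with 0.23 and 0.37. At 97 kPa/HypOx the list lost its call without root 97 kPa replicate 3, with 0.64.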

Array analysis showed that there were 372 differentially expressed genes in at least one condition of 25 kPa, 25 kPa/NormOx, or 97 kPa/HypOx in roots or shoots, which were therefore defined as 25 kPa atmosphere associated genes of 10 d plants (Figure 5A). These genes were clustered and GO terms of each group were listed in Table S3. Overall, the difference between responses to 25 kPa and 25 kPa/NormOx was bigger than that of 25 kPa and 97 kPa/HypOx, indicating that hypoxic stress played a large role in severe low atmospheric pressure. 

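In roots 6 genes differed between 25 kPa and 25 kPa/NormOx at an adjusted p under 0.05 over all probe sets, all with the higher level at 25 kPa. They are PCO1, ACO1, which makes ethylene, SUS4, a sucrose synthase, TIL, a lipocalin, LBD41, a LOB-domain protein, and AT3G11930. The differences were 2.27 (SE 0.29, adjusted p = 0.0245) for PCO1, 2.11 (SE 0.24, adjusted p = 0.0245) for ACO1, 2.28 (SE 0.32, adjusted p = 0.05) for SUS4 and 1.45 (SE 0.18, adjusted p = 0.0245) for TIL, and all but PCO1 and LBD41 were chosen after their values were seen. Between 25 kPa and 97 kPa/HypOx 0 root genes passed by limma, where 392 had an unadjusted p under 0.05. Since 25 kPa/NormOx has a single root array, whose spread is taken from the other groups, the 6 tests do not cover variation between arrays of that atmosphere, and the 6 and the 0 cannot be set against each other. The core low-oxygen genes averaged 8.27 to 8.39 on the log2 scale in root arrays at 25 kPa, 8.46 to 8.83 at 97 kPa/HypOx and 6.15 in the array at 25 kPa/NormOx. In shoots these averages were 6.05 to 6.31 at 25 kPa, 6.47 and 6.70 at 97 kPa/HypOx and 5.38 to 5.89 at 25 kPa/NormOx. Since the study kept these genes from a larger published set for their change in these samples, their direction is not independent evidence. From the larger difference of 25 kPa from 25 kPa/NormOx than from 97 kPa/HypOx, the paper concludes that low oxygen has a large part in the response to severe low pressure. 

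**Figure D1:**
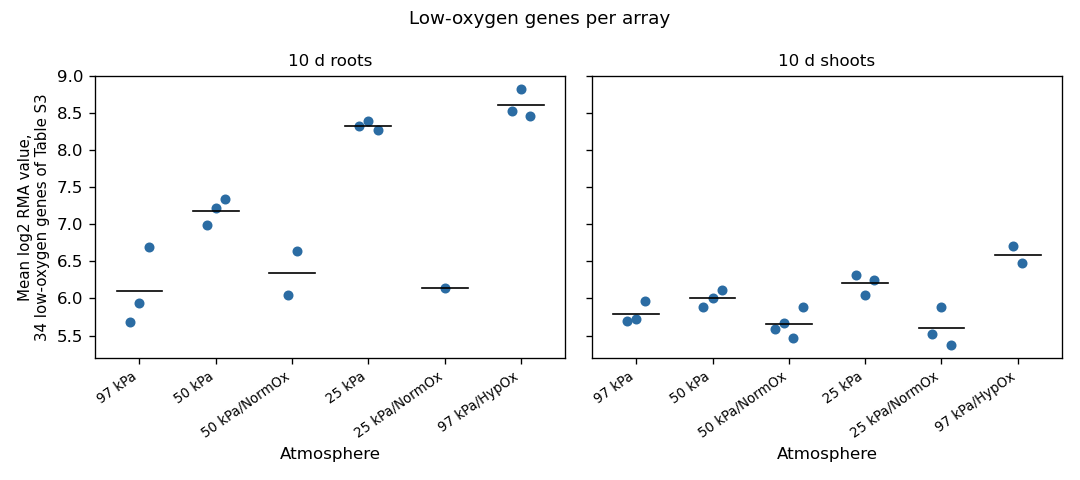
Mean log2 value of the 34 core low-oxygen genes of Table S3 (vertical axis) in each array, by atmosphere (horizontal axis), in roots and in shoots. Each dot is 1 array and each line is the mean of the group. In roots the arrays at 25 kPa and 97 kPa/HypOx lie at 8.27 or more, and all other root arrays at 7.34 or less.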

Similar to 50 kPa, most of these 372 genes exhibited different expression patterns in roots and shoots. 

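Some genes known from low oxygen had a larger response to 25 kPa in roots than in shoots. On the log2 scale, as root response minus shoot response, AT5G10040 differed by 4.77 (SE 0.77, adjusted p = 0.00601), PDC1 by 3.67 (SE 0.54, adjusted p = 0.00372), and ERF073 by 2.10 (SE 0.34, adjusted p = 0.00601). NIP2-1, a channel for lactic acid, differed by 1.82, and CORI3, a coronatine-induced aminotransferase, had the higher response in shoots, with -2.14 (SE 0.43, adjusted p = 0.0398), both chosen after their values were seen. At 25 kPa 185 genes passed the study's threshold for this difference, 146 with the higher response in roots, and 32 passed with adjustment over all probe sets. At 97 kPa/HypOx these numbers were 98, 78 and 11. For 25 kPa/NormOx 14 genes passed the threshold and 0 passed with adjustment by limma, where 802 had an unadjusted p under 0.05. Of the 259 genes that changed at 25 kPa in either tissue, 129 had a difference with an unadjusted p under 0.01, 26 passed with adjustment, and 10 changed in both tissues, where independent lists would share 0.432. Without the outlying array of each tissue, an alternative chosen after seeing the data, the count at 25 kPa was 123, and with a replicate block it was 90 at 25 kPa/NormOx.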

In roots, 256, 17, and 167 genes were significantly changed in 25 kPa, 25 kPa/NormOx, and 97 kPa/HypOx, respectively (Figure 5B). 

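In roots 188 genes rose and 17 fell at 25 kPa, 136 rose and 6 fell at 97 kPa/HypOx, and 5 rose and 4 fell at 25 kPa/NormOx. AT4G10270 rose with a log2 fold change of 3.57 (SE 0.57, adjusted p = 0.0226) at 25 kPa and 4.20 (SE 0.57, adjusted p = 0.00716) at 97 kPa/HypOx. At 25 kPa/NormOx the MAP kinase gene ATMPK13 rose with 1.25 (SE 0.26, adjusted p = 0.774) and MCM2, which licenses DNA replication, with 1.07 (SE 0.34, adjusted p = 0.774), and the sulfate transporter AST91 fell with -1.16. In 20 simulated sets of unchanged groups with each group's own spread, 81.5, 95.4 and 137 genes passed on average at 25 kPa, 97 kPa/HypOx and 25 kPa/NormOx, and with 1 common spread 28.55, 32.35 and 86.85. The calls at 25 kPa/NormOx were lost without root 97 kPa replicate 1 for MCM2 (log2 fold change 0.78) and AST91 (-0.84), where the counts were 100, 84 and 3 at 25 kPa, 97 kPa/HypOx and 25 kPa/NormOx. Without root 97 kPa replicate 3 these counts were 1884, 1067 and 744, and without replicate 2 they were 214 at 97 kPa/HypOx and 34 at 25 kPa/NormOx, which was 54 with a replicate block.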

Only one gene, LBD41 (LOB domain-containing protein 41) (AT3G02550), was significantly changed in three responses, whereas it was upregulated in 25 kPa and 97 kPa/HypOx but downregulated by 25 kPa/NormOx. 

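LBD41, a transcriptional regulator of the LOB-domain family, rose in roots at 25 kPa with a log2 fold change of 1.32 (SE 0.23, adjusted p = 0.0323) and at 97 kPa/HypOx with 2.11 (SE 0.23, adjusted p = 0.00148). At 25 kPa/NormOx it fell, with -1.34 (SE 0.32, adjusted p = 0.774), measured in a single array. The difference between 25 kPa and 25 kPa/NormOx was 2.66 (SE 0.32, adjusted p = 0.0245) on the log2 scale. LBD41 was the 1 root gene that changed in all 3 atmospheres, and in shoots 0 genes did. The levels were 9.95 ± 0.32 (SD, n = 3) at 25 kPa and 8.63 ± 0.06 (SD, n = 3) at 97 kPa.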

LBD41 was reported as a hypoxia and plant-parasitic nematodes responsive gene in *Arabidopsis* (Fuller et al., 2007; Licausi et al., 2011b). 

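PSAN, a subunit of photosystem I, rose in roots at 25 kPa with a log2 fold change of 1.39 (SE 0.34, adjusted p = 0.125). The photosystem II subunit PSBW had 0.86, the light-harvesting protein LHCB4.1 0.69 and the Rubisco activase RCA 0.50, which did not pass the threshold. Of 7 tested photosynthesis genes 1 rose, with a list median of 0.50 and an adjusted p of 0.0144 from camera (adjusted p = 0.266 with an estimated correlation), and 3 passed when adjusted over the list alone. Of 7 further genes of this list, left out of the test because only the paper's tables of changed genes name them, 6 rose. With adjustment over all genes by limma 0 of the 7 tested genes passed, where 3387 of all genes had an unadjusted p under 0.05. At 97 kPa/HypOx 0 of the 7 tested genes changed, with a median of 0.17 and an adjusted p of 0.336 from camera. Of the 7 left out of the test, 1 rose there. For the 100 most abundant shoot transcripts at least 3 log2 units above roots, the median in roots at 25 kPa was also 0.50. Of their log2 fold changes 84% were positive. These transcripts were picked for a low level in the same 97 kPa root arrays, which by itself can raise their log2 fold changes. The call of the list was lost without root 97 kPa replicate 3 and without root 25 kPa replicate 3, with medians of 0.32 and 0.32.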

In response to 25 kPa, photosynthesis and energy metabolism associated genes were induced in addition to the stress responsive genes shared by response to 97 kPa/HypOx (Table S3). 

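In shoots 52 genes rose and 12 fell at 25 kPa, 36 rose and 6 fell at 97 kPa/HypOx, and 11 rose and 1 fell at 25 kPa/NormOx. The beta-amylase BAM5 rose at 25 kPa with a log2 fold change of 1.95 (SE 0.48, adjusted p = 0.147), and the ferritin FER1, which stores iron, rose at 97 kPa/HypOx with 1.63 (SE 0.31, adjusted p = 0.163). AT3G03270, a universal stress protein family gene, rose at 97 kPa/HypOx with 1.80 (SE 0.24, adjusted p = 0.0164), and at 25 kPa, a value chosen after it was seen, with 1.39 (SE 0.22, adjusted p = 0.0323). Both atmospheres changed 17 genes, 16 higher and 1 lower, where independent lists would share 0.0827 higher genes and simulated unchanged groups shared 0.15 on average with each group's own spread and 0.95 with 1 common spread. Of the 89 genes changed in either, 88 had the same sign in both (98.9%), against 97.2% and 89.8% in the unchanged groups of the 2 kinds, shares added after seeing the data. In simulated unchanged groups with each group's own spread, 4.8, 0.9 and 10.35 genes passed on average at 25 kPa, 97 kPa/HypOx and 25 kPa/NormOx, and with 1 common spread 19.2, 32.9 and 21.3. Without shoot 97 kPa replicate 1 the counts were 39, 26 and 4, and the count at 97 kPa/HypOx was 20 without shoot 97 kPa/HypOx replicate 1. At 25 kPa/NormOx the count was 5 and 24 without shoot 97 kPa replicate 2 and 3, and 5 and 6 without shoot 25 kPa/NormOx replicate 1 and 2.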

In shoots, 55, 1, and 31 genes were significantly changed in 25 kPa, 25 kPa/NormOx, and 97 kPa/HypOx, respectively (Figure 5B). 

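AOC1 (AT3G25760), an enzyme of jasmonate synthesis, rose in shoots at 25 kPa, at 9.54 ± 0.23 (SD, n = 3) at 25 kPa and 7.71 ± 0.97 (SD, n = 3) at 97 kPa on the log2 scale. Its log2 fold change was 1.83 (SE 0.42, adjusted p = 0.141) at 25 kPa and 1.89 (SE 0.47, adjusted p = 0.56) at 97 kPa/HypOx. At 25 kPa/NormOx it was 0.75, which did not pass the threshold. ACO1, which makes ethylene, rose in shoots at 25 kPa with 1.50 (SE 0.31, adjusted p = 0.103), and the hemoglobin AHB1 with 1.35 (SE 0.33, adjusted p = 0.146). The small heat shock protein gene AT2G29500 rose with 1.10 (SE 0.24, adjusted p = 0.131), and the heat shock list of 3 tested genes had an adjusted p of 0.168 from camera. The calls were lost for AOC1 at 97 kPa/HypOx without shoot 97 kPa/HypOx replicate 1 (unadjusted p = 0.0228) and for AT2G29500 without shoot 25 kPa replicate 1 (log2 fold change 0.79).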

Genes upregulated by 25 kPa were also largely involved in abiotic stress and defense responses, such as the desiccation associated gene Allene Oxide Cyclase 1 (AT3G25760). Shoots may be less sensitive to the reduction of atmospheric pressure as long as oxygen level was normal, since 25 kPa/NormOx with normoxia hardly activate gene expression changes in shoots. 

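In shoots at 25 kPa/NormOx the gene AT4G27280, which encodes a calcium-binding protein, rose with a log2 fold change of 1.76 (SE 0.52, adjusted p = 1). It also rose at 50 kPa/NormOx, with 1.53, as did the unnamed probe sets 260856_at, 252367_at and 251745_at, with 1.71, 1.59 and 1.25 at 25 kPa/NormOx. These 4 are the genes that changed in shoots in both atmospheres with normal oxygen. Of the 12 genes changed at 25 kPa/NormOx, 1 fell. The call of AT4G27280 at 25 kPa/NormOx was lost without shoot 97 kPa replicate 1 (unadjusted p = 0.023), shoot 97 kPa replicate 2 (unadjusted p = 0.0164), shoot 25 kPa/NormOx replicate 1 (unadjusted p = 0.0135), shoot 25 kPa/NormOx replicate 2 (unadjusted p = 0.0118) and shoot 25 kPa/NormOx replicate 3 (unadjusted p = 0.0103), and the call of 251745_at without shoot 97 kPa replicate 1 (unadjusted p = 0.0174), shoot 97 kPa replicate 2 (unadjusted p = 0.0339), shoot 25 kPa/NormOx replicate 1 (unadjusted p = 0.0134), shoot 25 kPa/NormOx replicate 2 (unadjusted p = 0.0227) and shoot 25 kPa/NormOx replicate 3 (unadjusted p = 0.0111). At 50 kPa/NormOx all 4 lost the call without shoot 97 kPa replicate 2 (unadjusted p from 0.0149 to 0.0422), and all but 260856_at also without shoot 97 kPa replicate 1 (0.0102 to 0.0393) and without shoot 50 kPa/NormOx replicate 3 (0.0109 to 0.0187) and 4 (0.0125 to 0.0174), AT4G27280 without replicate 2 (0.0133) and 251745_at without replicate 1 (0.0104).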

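MYB44 (AT5G67300) was at 8.20 ± 0.17 (SD, n = 3) at 25 kPa/NormOx and 7.16 ± 0.20 (SD, n = 3) at 97 kPa in shoots on the log2 scale. It rose, with a log2 fold change of 1.04 (SE 0.23, adjusted p = 1). At 25 kPa its log2 fold change was 0.40 (SE 0.23, adjusted p = 0.866) and at 50 kPa/NormOx 0.76 (SE 0.21, adjusted p = 0.505), which did not pass the threshold. The call was lost without shoot 97 kPa replicate 2 (log2 fold change 0.94) and shoot 25 kPa/NormOx replicate 1 (log2 fold change 0.95).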

The one gene induced by 25 kPa/NormOx in shoots encoded a R2R3 factor MYB family protein, MYB44 (AT5G67300), which was identified as a positive regulator of salt, oxidative and innate immune responses as well as a negative regulator of ABA signaling and wounding response (Jaradat et al., 2013; Shim and Choi, 2013; Persak and Pitzschke, 2014). The absence of other genes showing altered expression with more than 2-fold in response to 25 kPa/NormOx may be due to the strength of transcriptional activation and/or the time point chosen for sampling of tissue. Plant transcriptional responses were not as sensitive to hypobaria without hypoxia in both moderate and severe low atmospheric pressure level, especially for shoots. 

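In roots 28 of the 34 core low-oxygen genes passed the threshold in either response and were over 1.8-fold higher at 25 kPa than at 25 kPa/NormOx. In shoots, where 4 of the 34 rose at 25 kPa, 4 were. Members past the threshold in neither response were not counted, so the 28 and the 4 cannot be set against each other. At 25 kPa/NormOx 0 of the 34 rose in either tissue, and in roots LBD41 fell. The largest differences in roots were those of AT3G29970, with 4.65 (SE 0.71, unadjusted p = 3.15e-05) on the log2 scale, and AT5G10040, with 4.64 (SE 1.08, unadjusted p = 0.00112). In shoots the genes AHB1, ACO1 and AT2G17850 of this list rose at 25 kPa and differed from 25 kPa/NormOx by 1.83 (SE 0.33, unadjusted p = 7.66e-05), 1.81 (SE 0.31, unadjusted p = 3.51e-05) and 1.12 (SE 0.26, unadjusted p = 0.000629). Outside the list, BAM5 differed by 1.43 (SE 0.48, unadjusted p = 0.0102) and AOC1 by 1.08 (SE 0.42, unadjusted p = 0.0222) in shoots, and the plantacyanin ARPN rose in roots at 25 kPa with a log2 fold change of 2.08 (SE 0.33, adjusted p = 0.0226) and had 1.04 at 25 kPa/NormOx. The list median at 25 kPa/NormOx was 0.11 in roots (adjusted p = 0.93 from camera) and -0.12 in shoots (adjusted p = 0.000634, and 0.828 as adjusted p with an estimated correlation). The shoot call was lost without shoot 97 kPa replicate 3 (-0.09), shoot 25 kPa/NormOx replicate 1 (-0.13) and shoot 25 kPa/NormOx replicate 3 (-0.06).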

For both roots and shoots, hypoxia responsive genes and a few of non-hypoxic associated genes in 25 kPa response were not responsive to 25 kPa/NormOx, which indicated that oxygen supplement restored hypoxia-caused changes as well as some other effects happened in hypobaria (25 kPa).

**Figure 5:**
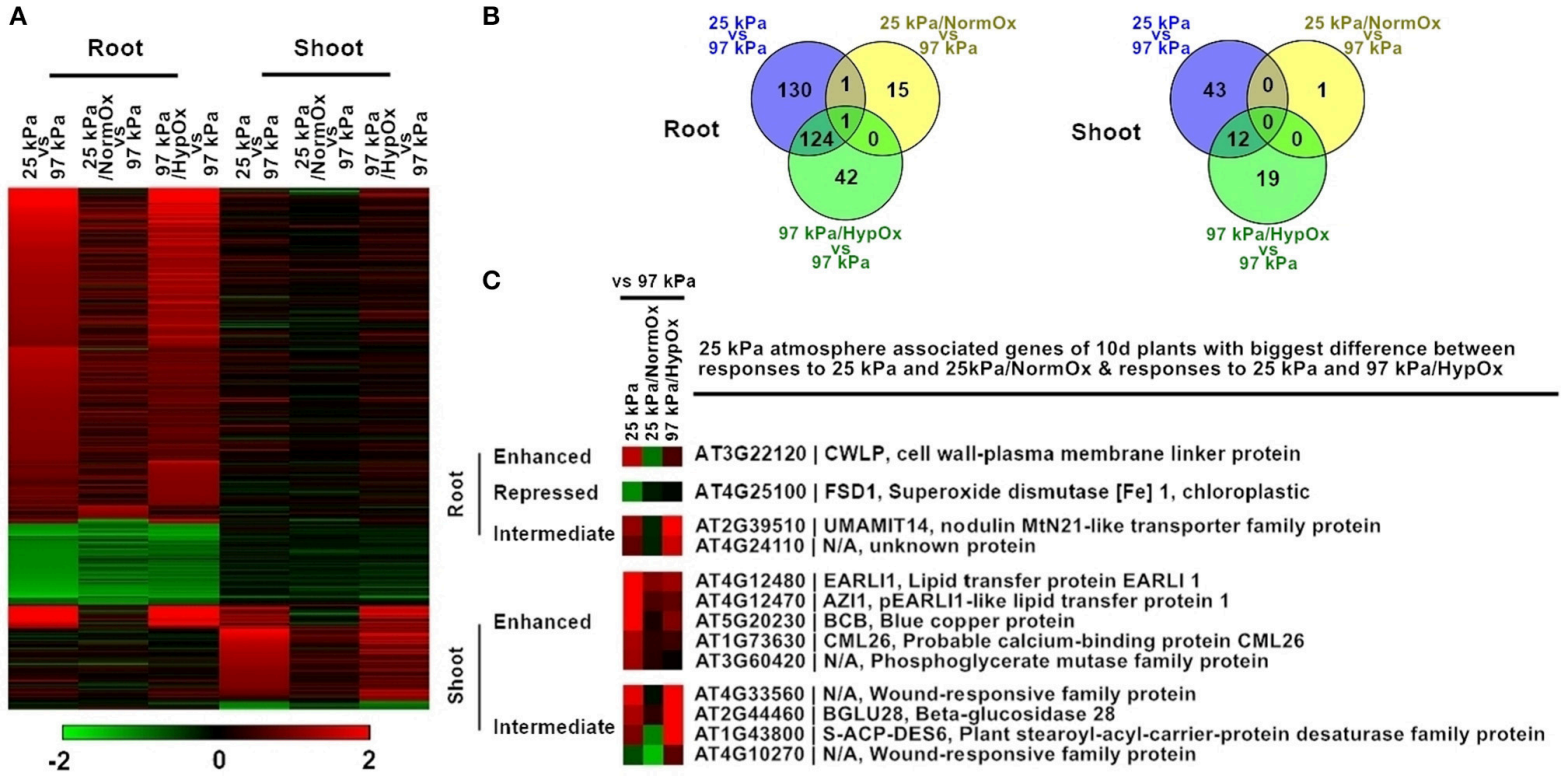
**Differentially expressed genes in response to 25 kPa, 25 kPa/NormOx, and 97 kPa/HypOx in roots and shoots of 10 d plants. (A)** Heat map of 372 differentially expressed genes with statistical significance (*p* < 0.01) by at least 2-fold in at least one of responses to 25 kPa, 25 kPa/NormOx (25 kPa/pO_2_ = 21 kPa), and 97 kPa/HypOx (97 kPa/pO_2_ = 5 kPa) in roots or shoots. Filled colors represent Log2 fold-change. **(B)** Venn diagram showing the overlap of significantly changed genes (Log2 fold-change >1, *p* < 0.01) between response to 25 kPa, 25 kPa/NormOx, and 97 kPa/HypOx in roots and shoots. **(C)** 25 kPa atmosphere associated genes of 10 d plants with biggest difference in expression level between responses to 25 kPa and 25 kPa/NormOx as well as responses to 25 kPa and 97 kPa/HypOx. The genes with difference more than 1.8-fold in roots and shoots were listed. These genes were categorized as “enhanced,” “repressed,” and “Intermediate” according to expression difference.

Similar to 50 kPa and 50 kPa/NormOx, difference of transcription pattern between responses to 25 kPa and 25 kPa/NormOx as well as 25 kPa and 97 kPa/HypOx must be clarified through direct comparison. Among 372 of 25 kPa atmosphere associated genes identified in Figure 5A, there were 271 genes in roots and 56 genes in shoots significantly changed in at least one of 25 kPa and 25 kPa/NormOx, and 298 genes in roots and 74 genes in shoots significantly changed in at least one of 25 kPa or 97 kPa/HypOx. 

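Between 25 kPa and 25 kPa/NormOx 82 of 212 root genes changed in either differed by over 1.8-fold, 80 of them higher at 25 kPa, with a single root array at 25 kPa/NormOx. The 2 genes lower at 25 kPa were COPT2, a copper transporter, with a difference of -1.06 (SE 0.47, unadjusted p = 0.046) on the log2 scale, and AT2G33830, with -1.05 (SE 0.70, unadjusted p = 0.162), both chosen after their values were seen. In shoots 49 of 76 genes differed by over 1.8-fold, 34 of them higher at 25 kPa. AT4G33560 had 1.98 (SE 0.22, adjusted p = 0.00606), the 1 shoot difference that passed with adjustment over all probe sets, and the lowest of the named genes was AT4G27280, with -1.72 (SE 0.52, unadjusted p = 0.00508). As a contrast, 44 of the 82 differences in roots and 29 of the 49 in shoots had an unadjusted p under 0.01. The shoot count was 25 without shoot 97 kPa replicate 1.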

In total, 93 genes between 25 kPa and 25 kPa/NormOx and 5 genes between 25 kPa and 97 kPa/HypOx showed more than 1.8-fold in expression change in roots, and 44 genes between 25 kPa and 25 kPa/NormOx and 11 genes between 25 kPa and 97 kPa/HypOx detected with same criteria in shoots (Table S3). These genes represented the differential response to “hypobaria together with hypoxia” (25 kPa) and “hypobaria without normoxia” (25 kPa/NormOx) or “hypoxia” (97 kPa/HypOx). For severe low atmospheric pressure level (25 kPa) in which hypoxic stress was strong, the difference between responses to 25 kPa and 97 kPa/HypOx were quite small in both roots and shoots. 

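Between 25 kPa and 97 kPa/HypOx 3 of 241 root genes changed in either differed by over 1.8-fold, CWLP, UMAMIT14 and AT4G24110, and in shoots 11 of 89 did. AT5G66985 had a log2 fold change of 0.32 in shoots at 25 kPa and 1.52 at 97 kPa/HypOx, a difference of -1.20 (SE 0.13, adjusted p = 0.00318), and was the 1 shoot gene that passed with adjustment over all probe sets. AT1G12080 differed by -0.91 (SE 0.42, unadjusted p = 0.0464), and the unnamed probe set 245777_at by 1.03 (SE 0.32, unadjusted p = 0.00626), and these and AT5G66985 were chosen after their values were seen. Of the 3 root differences 2 had an unadjusted p under 0.01, and of the 11 in shoots 4 had, with 572 shoot genes at an unadjusted p under 0.05. The root count was 7, 12, 1 and 8 without root 97 kPa replicate 3, root 25 kPa replicate 2, root 25 kPa replicate 3 and root 97 kPa/HypOx replicate 3. The shoot count was 6 and 7 without shoot 97 kPa replicate 2 and 3.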

Majority of genes differentially expressed between responses to 25 kPa and 25 kPa/NormOx did not show difference between responses to 25 kPa and 97 kPa/HypOx. However, most of genes differentially expressed between 25 kPa and 97 kPa/HypOx were also significantly changed between 25 kPa and 25 kPa/NormOx, suggesting that a large portion of hypobaric responses were prompted by hypoxia, not total gas pressure, in this oxygen level. Nevertheless, 4 genes in roots and 9 genes in shoots simultaneously showed more than 1.8-fold in expression difference between responses to 25 kPa and 25 kPa/NormOx as well as responses to 25 kPa and 97 kPa/HypOx (Figure 5C). These 13 genes were categorized as “Enhanced” (with higher expression level in 25 kPa than that in 25 kPa/NormOx and 97 kPa/HypOx), “Repressed” (with lower expression level in 25 kPa than that in 25 kPa/NormOx and 97 kPa/HypOx) and “Intermediate” (with intermediate expression level in 25 kPa between that in 25 kPa/NormOx and 97 kPa/HypOx). 

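In roots 106 genes changed at both 25 kPa and 97 kPa/HypOx, 102 higher and 4 lower, where independent lists would share 1.13 higher genes, and simulated unchanged groups shared 23 with each group's own spread and 1.85 with 1 common spread. Among them, the aspartate aminotransferase ASP2 had a log2 fold change of 2.63 (SE 0.20) at 97 kPa/HypOx and differed by 1.90 (SE 0.28, unadjusted p = 2.04e-05) between 25 kPa and 25 kPa/NormOx. All 241 root genes changed in either had the same sign in both, as did 100% in the unchanged groups with their own spread and 93.4% with 1 common spread, shares added after seeing the data. Of the 82 root genes past the threshold in either response and over 1.8-fold apart between 25 kPa and 25 kPa/NormOx, 2 were also over 1.8-fold apart between 25 kPa and 97 kPa/HypOx, CWLP and UMAMIT14. The third root gene past the threshold that differs between 25 kPa and 97 kPa/HypOx, AT4G24110, also differs from 25 kPa/NormOx, by 1.03 on the log2 scale, but changed at neither 25 kPa nor 25 kPa/NormOx. In shoots 6 of the 11 also differ between 25 kPa and 25 kPa/NormOx.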

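In roots CWLP and UMAMIT14, an amino acid exporter, and in shoots AT4G33560, EARLI1, AZI1, AT4G12500, AT3G60420 and AT1G73630 differed by over 1.8-fold between 25 kPa and both other atmospheres, 2 and 6 genes among those past the threshold in at least 1 response of each pair. With a contrast at an unadjusted p under 0.01 against both, UMAMIT14 remained in roots and AT4G33560 in shoots, 1 gene each. UMAMIT14 rose at 25 kPa with a log2 fold change of 1.21 (SE 0.19, adjusted p = 0.0223) and at 97 kPa/HypOx with 2.10 (SE 0.19, adjusted p = 0.000701). Without root 97 kPa replicate 1 its log2 fold change at 25 kPa was 0.96, under the threshold. With a replicate block 1 root gene differed from both.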

For “Enhanced” group there was 1 gene in roots and 5 genes in shoots (Figure 5C). 

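CWLP, a cell wall linker protein, was in roots 2.40 (SE 0.68, unadjusted p = 0.00441) higher on the log2 scale at 25 kPa than at 25 kPa/NormOx and 0.88 (SE 0.48, unadjusted p = 0.0942) higher than at 97 kPa/HypOx. In shoots AT3G60420 was 0.96 (unadjusted p = 0.0197) and 1.21 (unadjusted p = 0.00991) higher, and the calmodulin-like gene AT1G73630 0.97 (unadjusted p = 0.00342) and 0.86 (unadjusted p = 0.0153) higher. AT1G73630 rose in shoots at 25 kPa with a log2 fold change of 1.36 (SE 0.28, adjusted p = 0.103). BCB, a blue copper protein, had 2.14 (SE 0.76, unadjusted p = 0.0132, adjusted p = 0.393) at 25 kPa, which did not pass the threshold. Of the genes past the threshold in at least 1 response of each pair, 1 root gene and 5 shoot genes were higher at 25 kPa than in both other atmospheres by over 1.8-fold. The calls at 25 kPa were lost for CWLP without root 97 kPa replicate 1 (unadjusted p = 0.0382), root 97 kPa replicate 3 (unadjusted p = 0.037), root 25 kPa replicate 1 (unadjusted p = 0.0103), root 25 kPa replicate 2 (unadjusted p = 0.0193) and root 25 kPa replicate 3 (unadjusted p = 0.0412), and for AT3G60420 without shoot 97 kPa replicate 1 (unadjusted p = 0.0103), shoot 97 kPa replicate 2 (unadjusted p = 0.0206) and shoot 25 kPa replicate 1 (unadjusted p = 0.0159).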

The “enhanced” root gene CWLP was also induced by 50 kPa in 5 d plants, which was involved in water and lipid metabolism (Stein et al., 2011). Two of the “enhanced” shoot genes also belonged to lipid transfer protein family. 

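EARLI1 and AZI1, proteins of the lipid transfer family linked to defence, rose in shoots at 25 kPa with log2 fold changes of 2.83 (SE 0.76, adjusted p = 0.207) and 2.25 (SE 0.62, adjusted p = 0.218). They were 1.75 and 1.61 higher on the log2 scale than at 25 kPa/NormOx and 1.54 and 1.47 higher than at 97 kPa/HypOx, with unadjusted p-values of 0.0373, 0.0202, 0.0915 and 0.0502. AT4G12500, of the same family, rose at 25 kPa with 1.28 (SE 0.40, adjusted p = 0.31). It was the 1 of 5 tested members of the lipid transfer protein list that changed in shoots, and these 5 had a median of 0.02 and a mean of 0.40 with an adjusted p of 0.168 from camera. EARLI1, AZI1 and CWLP are on this list too, and were left out of the test because only the paper's tables of changed genes name them. Of these 3 genes 2 rose in shoots and 1 in roots at 25 kPa. In roots at 25 kPa 0 of the 5 changed, 3 when adjusted over the list alone, with a median of 0.61 and an adjusted p of 0.0196 (adjusted p = 0.113 with an estimated correlation). The root list lost its call without root 97 kPa replicate 3 (0.62) and root 25 kPa replicate 2 (0.56), EARLI1 without shoot 97 kPa replicate 2 (unadjusted p = 0.014) and shoot 25 kPa replicate 1 (unadjusted p = 0.0102), AZI1 without shoot 97 kPa replicate 2 (unadjusted p = 0.0174), shoot 25 kPa replicate 1 (unadjusted p = 0.0117) and shoot 25 kPa replicate 2 (unadjusted p = 0.0119), and AT4G12500 without shoot 97 kPa replicate 2 (unadjusted p = 0.0351), shoot 97 kPa replicate 3 (unadjusted p = 0.0105), shoot 25 kPa replicate 1 (unadjusted p = 0.0331) and shoot 25 kPa replicate 2 (unadjusted p = 0.034).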

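FSD1 (AT4G25100), an iron superoxide dismutase, was at 9.90 ± 1.07 (SD, n = 3) at 25 kPa and 10.97 ± 0.31 (SD, n = 3) at 97 kPa in roots on the log2 scale. Its log2 fold change at 25 kPa was -1.06 (SE 0.39, unadjusted p = 0.0188, adjusted p = 0.293), which did not pass the threshold. At 97 kPa/HypOx it was -0.05 and at 25 kPa/NormOx -0.18. Against 97 kPa/HypOx the difference was -1.02 (SE 0.39, unadjusted p = 0.0232, adjusted p = 0.999), and against 25 kPa/NormOx -0.88 (SE 0.55, unadjusted p = 0.136, adjusted p = 1). No root or shoot gene that changed was over 1.8-fold lower at 25 kPa than in both other atmospheres (0 genes).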

There was one gene in “Repressed” group in roots and none in shoots, and the root gene, FSD1 (AT4G25100), could be induced by oxidative stress (Vanhoudt et al., 2010). 

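UMAMIT14 was in roots 1.49 (SE 0.27, unadjusted p = 0.000134) higher on the log2 scale at 25 kPa than at 25 kPa/NormOx, and -0.89 (SE 0.19, unadjusted p = 0.000526) relative to 97 kPa/HypOx. AT4G24110, a gene of the core low-oxygen list, had -0.86 (SE 0.25, unadjusted p = 0.00524) relative to 97 kPa/HypOx in roots, and 1.03 (SE 0.36, unadjusted p = 0.0138, adjusted p = 1) relative to 25 kPa/NormOx. In shoots AT4G33560 rose at 25 kPa with a log2 fold change of 1.87 (SE 0.22, adjusted p = 0.00662), and relative to 97 kPa/HypOx it had -1.11 (SE 0.24, unadjusted p = 0.000432). The desaturase S-ACP-DES6 rose in shoots at 97 kPa/HypOx with 2.41 (SE 0.48, adjusted p = 0.217) and the beta-glucosidase BGLU28 with 2.37 (SE 0.65, adjusted p = 0.786), and at 25 kPa they had 1.02 and 1.39, which did not pass the threshold. AT4G10270 had 0.77 in shoots at 97 kPa/HypOx and -0.58 at 25 kPa, and did not pass in either. The call of BGLU28 at 97 kPa/HypOx was lost without shoot 97 kPa replicate 3 (unadjusted p = 0.0131), shoot 97 kPa/HypOx replicate 1 (unadjusted p = 0.0205) and shoot 97 kPa/HypOx replicate 2 (unadjusted p = 0.0114).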

Meanwhile, 2 genes in roots and 4 genes in shoots were in “Intermediate” group and all of them showed high expression in response to 97 kPa/HypOx and low in response to 25 kPa/NormOx, suggesting the negative regulation of these genes by lower total gas pressure. It is likely that these differentially responsive genes between hypobaria and hypoxia may play a role in mediating plant tolerance to low oxygen environments. For instance, in identical oxygen deficit conditions, plants can show more robust growth in hypobaric environments than under full atmospheric pressure (He et al., 2007), which implies that exposure to the combined environment induces adaptive strategies to better cope with a reduced availability of oxygen.

### Pathway enrichment of differentially expressed genes with respect to 50 and 25 kPa atmospheres

After identification of differentially expressed genes, we sought to explore metabolic pathways involved in responses to 50 and 25 kPa atmospheres. The KEGG pathways of significant enrichment with Benjamini corrected *p* < 0.05 were found by the tool DAVID using differentially expressed genes in each treatment (Table 3). Interestingly, no significant pathway was observed in 50 kPa or 50 kPa/NormOx in either roots or shoots, which was unlike the results of GO analysis. The differentially expressed genes mapped in the GO terms cannot form significant enrichment of known pathways, indicating that plant may possess different strategies to cope with hypobaria compared with other common abiotic stresses. For 25 kPa associated conditions, genes of 25 kPa/NormOx did not show any significant pathway enrichment either. When hypoxia was included, pathway enrichment was observed for 25 kPa and 97 kPa/HypOx and the mapped genes were listed in Table S4. Although, there were much more 25 kPa responsive genes, fewer pathways were identified for genes of 25 kPa compared with 97 kPa/HypOx in both roots and shoots. There were 15.4% of differentially expressed genes of 25 kPa in roots mapped to “Metabolic pathways” and not a single specific pathway was detected. 

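In roots at 97 kPa/HypOx the lactate dehydrogenase AT4G17260 rose with a log2 fold change of 2.15 (SE 0.40, adjusted p = 0.0461), and the glyceraldehyde-3-phosphate dehydrogenase GAPC2 had 0.82 and the triosephosphate isomerase TPI 0.37. Of 5 tested genes of fermentation and glycolysis 2 rose, AT4G17260 and PDC2, 3 passed an adjusted p under 0.05 over all genes and 4 when adjusted over the list alone. The list median was 0.82, with an adjusted p of 1.02e-06 from camera (adjusted p = 0.0189 with an estimated correlation). At 25 kPa 2 of the 5 rose, with a median of 0.57 and an adjusted p of 0.00208 (adjusted p = 0.113 with an estimated correlation), and 3 passed when adjusted over the list alone. Of 6 further genes of the list, PDC1 and ADH1 among them, left out of the test because only the paper's tables of changed genes name them, 6 rose at 97 kPa/HypOx and 5 at 25 kPa.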

For genes of 97 kPa/HypOx, 5.4, 19.3, and 12.7% were mapped to “Glycolysis/Gluconeogenesis,” “Metabolic pathways” and “Biosynthesis of secondary metabolites” in roots. Altered glycolysis is one of the typical hypoxia related metabolic changes (Liu et al., 2005). 

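LOX2 (AT3G45140), the lipoxygenase that starts jasmonate synthesis from linolenic acid, rose in shoots at 25 kPa with a log2 fold change of 1.12 (SE 0.17, adjusted p = 0.0289), and was chosen after its value was seen. OPCL1, a later enzyme of the same pathway, had 0.39, and JMT, which methylates jasmonate, 0.50, which did not pass the threshold. Of 6 genes of the jasmonate list that only the paper's tables of changed genes name, LOX2 and AOC1 among them, 4 rose, and these were left out of the test for that reason. Of the 3 tested genes of the list 0 changed, and the median was 0.39 with a mean of 0.15 and an adjusted p of 0.168 from camera. By limma 0 of them passed over all genes, where 1688 genes had an unadjusted p under 0.05, and 1 when adjusted over the list alone.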

In shoots, 7.3% of 25 kPa genes were mapped to “alpha-Linolenic acid metabolism.” The alpha-Linolenic acid level is related to salt, drought and hypoxia (Zhang et al., 2012; Klinkenberg et al., 2014). Compared with previously reported differentially expressed genes in 10 kPa (Paul et al., 2004), fewer drought responsive genes were identified in 50 kPa and 25 kPa. The absence of core drought responsive genes such as COR15A and RD29a could be due to the weaker severity of hypobaric stress. 

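COR15A, a cold-regulated protein of chloroplasts, had a log2 fold change of -0.25 (SE 0.23, adjusted p = 0.536) in roots at 25 kPa and 0.58 (SE 0.32, adjusted p = 0.83) in shoots, and did not pass the threshold. In shoots at 50 kPa it had -0.22. No probe set is named for RD29A alone in the annotation, which leaves 8517 probe sets unnamed, so no value can be given for it. Of 5 tested genes of drought and abscisic acid response, LTI30 rose in roots at 25 kPa with 1.12 (SE 0.34, adjusted p = 0.214), and in shoots 0 changed at 50 kPa or 25 kPa. The list medians at 25 kPa were -0.07 in roots, with a mean of 0.03 and an adjusted p of 0.772 from camera, and 0.11 in shoots, with an adjusted p of 0.58. At 50 kPa in shoots the median was -0.22, with an adjusted p of 0.62. By limma 0 of the 5 passed over all genes in shoots at 25 kPa, where 1688 had an unadjusted p under 0.05, and 1 when adjusted over the list alone. The call of LTI30 at 25 kPa was lost without root 97 kPa replicate 1 (log2 fold change 0.66), root 97 kPa replicate 2 (unadjusted p = 0.0145), root 25 kPa replicate 1 (log2 fold change 0.95) and root 25 kPa replicate 3 (unadjusted p = 0.0139).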

Here significantly enriched metabolic pathway suggested the moderate water-loss or desiccation response in 25 kPa. For 97 kPa/HypOx, 38.7, 12.9, 29, and 9.7% of responsive genes were mapped to “Metabolic pathways,” “Cysteine and methionine metabolism,” “Biosynthesis of secondary metabolites” and “alpha-Linolenic acid metabolism,” respectively. Overall, 97 kPa/HypOx caused some typical hypoxia related alterations, whereas the responses to hypobaria with or without hypoxia include a big proportion of unknown genes as well as genes that are of known functions but cannot be mapped to known pathways, suggesting the novelty of unique tools plants used to survive in environments that are out of evolutionary experience.

**Table 3:** **KEGG Pathway Enrichment of differentially expressed genes in 10 d plants (Benjamini corrected ***p*** < 0.05)**.

**Treatments**		**Differentially expressed genes**	**Pathways**	**Genes mapped to each pathway**	**Benjamini**
Root	50 kPa	112; e.g., AT4G26010, AT4G10270, AT4G33560, AT5G24670,	N/A	N/A	N/A
	50 kPa/NormOx	25; e.g., AT4G14630, AT1G78860, AT3G23190, AT5G47450,	N/A	N/A	N/A
Shoot	50 kPa	23; e.g., AT1G02930, AT2G24850, AT1G02850, AT4G35180,	N/A	N/A	N/A
	50 kPa/NormOx	2: AT5G18600, AT1G23130,	N/A	N/A	N/A
Root	25 kPa	256; e.g., AT5G15120, AT4G25110, AT3G58810, AT2G20630,	Metabolic pathways	39 (15.4%)	7.90E-04
	25 kPa/NormOx	17; e.g., AT2G07671, AT1G72440, AT5G03440, AT3G02550,	N/A	N/A	N/A
	97 kPa/HypOx	167; e.g., AT5G54960, AT1G77120,	Glycolysis/Gluconeogenesis	9 (5.4%)	2.20E-04
		AT1G17290, AT1G72360,	Metabolic pathways	32 (19.3%)	1.50E-04
			Biosynthesis of secondary metabolites	21 (12.7%)	4.30E-03
Shoot	25 kPa	55; e.g., AT3G25760, AT5G42650, AT4G15440, AT3G45140,	alpha-Linolenic acid metabolism	4 (7.3%)	9.40E-03
	25 kPa/NormOx	1: AT5G67300	N/A	N/A	N/A
	97 kPa/HypOx	31; e.g., AT1G75280, AT2G39310,	Metabolic pathways	12 (38.7%)	8.50E-03
		AT5G48880, AT2G31390,	Cysteine and methionine metabolism	4 (12.9%)	1.70E-02
			Biosynthesis of secondary metabolites	9 (29%)	2.00E-02
			alpha-Linolenic acid metabolism	3 (9.7%)	2.70E-02

### Adjustment of oxygen in space missions

Being able to mitigate the effects of atmospheres modified from “earth normal” is central to the exploration mission to take biology off planet, but understanding how plants dissect components of their environment to physiologically adapt to a stress is crucial to all plant cultivation scenarios. In the dissection of the hypobaria and hypoxic responses, the organ-specific and age-dependent transcription patterns suggest plants use adaptive strategies tied to the unique needs of a specific tissue, and that those needs change as the plant develops. Notably, the continuous light that matched the hardware in International Space Station (ISS) was used in our experimental process including plant germination, growth and all treatments. It was reported that light signal could affect hypoxic response especially in tissue-dependent gene induction (Van Veen et al., 2016). Low oxygen promotes accumulation of diverse metabolites in roots and shoots as well as in plants treated with different levels (5–10 kPa or ~ 0 kPa) or types (submergence, flooding or argon-gassed) of hypoxia (Miyashita and Good, 2008; Mustroph et al., 2014). Consistent with previous study of hypoxia response (Mustroph et al., 2014), 97 kPa/HypOx (97 kPa/pO_2_ = 5 kPa) highly induced ethanol metabolic genes including ADH1 (AT1G77120) and PDC2 (AT5G54960) as well as alanine associated gene ALAAT1 (AT1G17290) in roots but not shoots. However, in a recent study most of the previously defined core hypoxia genes (Mustroph et al., 2009) were induced in an organ-independent manner by flooding when plants were submerged in early stage of photoperiod (Van Veen et al., 2016), while in our present data 34 out of 51 core genes were associated with 25 kPa atmosphere and only 9 genes showed similar induction by 97 kPa/HypOx in roots and shoots (Table S3). These suggest that the growth condition with constant light started from germination might alter organ-specific regulation of hypoxia genes compared with other photoperiod conditions. 

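ADH1, an alcohol dehydrogenase, rose in roots at 97 kPa/HypOx with a log2 fold change of 1.50 (SE 0.20, adjusted p = 0.00677), PDC2 with 2.09 (SE 0.28, adjusted p = 0.0068), and ALAAT1, an alanine aminotransferase, with 2.26 (SE 0.61, adjusted p = 0.208). In shoots the log2 fold changes were 0.63 (SE 0.14, adjusted p = 0.29), 0.71 (SE 0.17, adjusted p = 0.479) and 0.32 (SE 0.33, adjusted p = 1), and none of the 3 passed the threshold. Tested directly, root response minus shoot response was 0.87 (SE 0.25, unadjusted p = 0.0018, adjusted p = 0.371) for ADH1, 1.39 (SE 0.34, unadjusted p = 0.000416, adjusted p = 0.213) for PDC2 and 1.94 (SE 0.72, unadjusted p = 0.013, adjusted p = 0.738) for ALAAT1. The call of ALAAT1 in roots was lost without root 97 kPa/HypOx replicate 2 (unadjusted p = 0.0133).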

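At 97 kPa/HypOx all 34 core low-oxygen genes that the study kept rose in roots, and 9 of them rose in shoots. In shoots AHB1 rose with a log2 fold change of 1.62 (SE 0.37, adjusted p = 0.406) and ACO1 with 1.60 (SE 0.34, adjusted p = 0.262). The shoot median of the list was 0.68, with an adjusted p of 4.15e-43 from camera (adjusted p = 0.000308 with an estimated correlation). In shoots 3 of the 34 passed with adjustment over all genes and 20 when adjusted over the list alone, and 31 had a positive log2 fold change. The study kept the 34 from a larger published set because they changed in these samples, so the list is not independent evidence of a rise. Of the 171 genes changed at 97 kPa/HypOx in either tissue 13 rose in both, where independent lists would share 0.216, and 84 had a difference between the tissues with an unadjusted p under 0.01, of which 11 passed with adjustment.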

Considering the facility limitation in spaceflight mission, it will be necessary to conduct respective studies on plant responses to oxygen changes in allusion to different light conditions of growth.

The oxygen supplement assays provided novel insight into plant transcriptomic response in the condition of low atmospheric pressure with adjusted partial pressures of O_2_, such as has been utilized in manned space missions in the past, and may be employed in the future. When oxygen is supplemented to both moderate and severe hypobaric conditions it minimizes transcriptional responses caused by low atmospheric pressure, with the implication that the overall stress load on the plant is reduced. In comparison between hypobaria without hypoxia in 50 and 25 kPa, 40 genes in roots and 3 genes in shoots were significantly changed in at least one of 50 and 25 kPa/NormOx conditions (Figure S1). 

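In roots 23 genes changed at 50 kPa/NormOx or 25 kPa/NormOx, and in shoots 19. Among the root genes, the pectin-related galacturonosyltransferase GAUT7 rose at 50 kPa/NormOx with a log2 fold change of 1.34 (SE 0.37, adjusted p = 0.581) and had 1.20 at 25 kPa/NormOx. In shoots AT5G18600 had 0.48 at 25 kPa/NormOx, and the probe set 247543_at had 1.46 and 1.81 at 50 kPa/NormOx and 25 kPa/NormOx. With a replicate block the root count was 80, and without the outlying array, an alternative chosen after seeing the data, it was 14. The call of GAUT7 was lost without root 97 kPa replicate 1 (log2 fold change 1.00), root 50 kPa/NormOx replicate 1 (unadjusted p = 0.0191) and root 50 kPa/NormOx replicate 2 (unadjusted p = 0.0188), and that of 247543_at at 25 kPa/NormOx without shoot 97 kPa replicate 1 (unadjusted p = 0.0115), shoot 97 kPa replicate 2 (unadjusted p = 0.0316), shoot 25 kPa/NormOx replicate 1 (unadjusted p = 0.0189) and shoot 25 kPa/NormOx replicate 2 (unadjusted p = 0.0163).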

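All 23 root genes changed at 50 kPa/NormOx or 25 kPa/NormOx had the same sign in both, and so did all 19 shoot genes. In simulated unchanged groups compared with the real 97 kPa arrays 98.9% and 81.8% had with each group's own spread, and with 1 common spread and redrawn 97 kPa arrays 80.7% and 96.2%, shares added after seeing the data. In roots 0 genes passed the threshold in both, and in shoots 4 did, led by AT4G27280. NAMT1, a methyltransferase gene, had log2 fold changes of 0.95 at 50 kPa/NormOx and 1.01 at 25 kPa/NormOx in roots, and the probe set 247925_at had 1.85 and 1.76 in shoots. Across all probe sets, which are not independent replicates, the 2 responses had a correlation of 0.878 in roots and 0.457 in shoots. The unchanged groups gave 0.682 and 0.368 with their own spread and 0.314 and 0.538 with 1 common spread.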

The normoxic conditions with different total gas pressure resulted in similar transcription trends in these genes from both roots and shoots, which supported the conclusion from comparisons of 50 kPa vs. 50 kPa/NormOx and 25 kPa vs. 25 kPa/NormOx that plants were not so sensitive to hypobaria with nomoxia compared with hypobaria with hypoxia. However, while increasing oxygen concentrations in hypobaric environments mediates stress in plants, the data presented here suggest that exposing plants to at least mild hypobaric conditions can also serve to mediate plant stress in low oxygen environments. Interestingly, although the importance of oxygen in human hypobaric stress, such as the high-altitude pulmonary edema common to extreme mountain climbers, has long been appreciated (Hackett and Roach, 1987), it is becoming increasingly clear that the combination of stresses associated with hypobaric environments elicits complex physiological responses, and requires complex mediation (Bhagi et al., 2014). The establishment of protected agriculture in extreme environments—whether on the surface of Mars, in exploration vehicles, or for terrestrial applications—will require careful management of *in situ* resources and engineering considerations to optimize the internal environment for plant health and productivity. For instance, higher gas pressure differentials between inside and outside of greenhouse structures significantly increases the leak rate and therefore any reduction of internal pressure will bring engineering benefits. Further, the ability to lower specific components of the gas mixture to grow plants would bring a benefit of reduced transportation of gases and increased payload. However, regardless of the engineering benefits, it is imperative that the biological consequences of hypobaric environments be well understood before adopting this strategy for exploration life support habitats.

### Corroboration of array data using qRT-PCR

The FDR adjustment of *p*-value in our data would hide all differentially expressed genes in some comparisons such as 50 kPa responses. The *p*-value without correction helped us to detect differentially expressed genes. Two genes with *p* < 0.01 but with FDR > 0.05 in the arrays were used to evaluate the differential expression with qRT-PCR. AHB1 (AT2G16060) and PDC1 (AT4G33070) were induced by 50 kPa in roots. 

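AHB1 rose in roots at 50 kPa, at 10.42 ± 0.23 (SD, n = 3) at 50 kPa and 9.00 ± 0.56 (SD, n = 3) at 97 kPa on the log2 scale, a log2 fold change of 1.43 (SE 0.28, adjusted p = 0.225). PDC1 was at 7.54 ± 0.52 (SD, n = 3) at 50 kPa and 4.94 ± 1.18 (SD, n = 3) at 97 kPa, a log2 fold change of 2.60 (SE 0.52, adjusted p = 0.225). At 25 kPa the log2 fold changes were 2.63 (SE 0.28, adjusted p = 0.00234) for AHB1 and 4.62 (SE 0.52, adjusted p = 0.00294) for PDC1, and at 97 kPa/HypOx 2.60 (SE 0.28, adjusted p = 0.00156) and 5.03 (SE 0.52, adjusted p = 0.00122). Every array at 50 kPa lay above every array at 97 kPa for both genes.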

The values of Log2 fold-change of these two genes based on 97 kPa control were shown in Figure S2. Quantification with qRT-PCR showed that AHB1 and PDC1 were both significantly up-regulated in roots in response to 50 kPa, 25 kPa, and 97 kPa/HypOx, which was consistent with array results (Figure S2). These results support the conclusion that FDR adjustment limited the identification of genes significantly responding to hypobaric conditions, and that using *p* < 0.01 without correction can help reveal these responsive genes.

## Conclusions

The data presented here show that plant physiological adaptation to hypobaria is certainly more involved than a simple response to hypoxia. Based on the patterns of gene expression in hypobaria with supplemental oxygen, the most influential feature of hypobaria beyond hypoxia is a water stress apparently associated with the overall reduction of gas pressure, which manifests as mimicked aspects of drought stress. However, gene expression patterns also suggest that a plant's response to hypobaria is more complex than simply a combination of hypoxia and drought stress. The gene expression patterns of plants in a normoxic low pressure environment suggest that plants are engaging genes associated with a complex stimulus that induces a novel metabolic pattern involving multiple unknown signaling components that is distinct from effects derived from exposure to either hypoxia or drought. Further, these data revealed that the molecular responses are organ specific in that roots and shoots each possess distinct metabolic strategies for adjusting to hypobaria. Taken together these data suggest that while the stress response to the novel environment of hypobaria can be largely understood as an appropriate response to the component stresses of hypoxia and water loss, those two components do not fully explain responses to hypobaria. It is likely that in a long term scenario, such as a hypobaric greenhouse, much of the metabolic stress could be ameliorated simply by supplying sufficient water to offset an increase in evapotranspiration. In addition, plant line selection and genetic engineering could also contribute to developing plants better able to thrive in extended hypobaric environments.

## Author contributions

AP and RF contributed equally, and were responsible for the overall experimental design and conduct of the experiments. MZ performed the data analysis and took the lead on manuscript development. JC, MR, and MS prepared plant materials and conducted the low atmospheric pressure treatments. AR carried out statistical analysis of array data. AZ contributed to data analyses and was responsible data archiving in GEO. MD is the director of the University of Guelph Controlled Environment Systems Research Facility, and contributed to the experimental design. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 **Differentially expressed genes in response to 50 kPa/NormOx (50 kPa/pO_**2**_ = 21 kPa) and 25 kPa/NormOx (25 kPa/pO_**2**_ = 21 kPa) in roots and shoots of 10 d plants**. There are 40 genes showing statistically significant (*p* < 0.01) differential expression by at least 2-fold in at least in one of 50 kPa/NormOx and 25 kPa/NormOx in roots, and 3 genes in shoots. Heat map was graphed according to log value of fold change. Fill colors correspond to Figure 5A.

Figure S2 **Confirmation of gene expression profiles using qRT-PCR**. The transcript levels of AHB1 (AT2G16060) and PDC1 (AT4G33070) were determined by Taqman quantitative RT-PCR for RNA samples from the same 10 d roots tissues used for microarray analysis and additional experimental replications. The UBQ11 (AT4G05050) was used as the internal control. The Log2 fold-change of expression level relative to 97 kPa control for each sample was shown. Data are means ± SE (*n* = 3). Color bars represent Log2 fold-change in microarray data. Filled colors correspond to Figure 5A.

Table S1 **Full list of differentially expressed genes in response to 50 kPa and 50 kPa/NormOx (50 kPa/pO_**2**_ = 21 kPa) in roots and shoots of 10 d plants**. There are 151 genes that present significant (*p* < 0.01) differential expression by at least 2-fold in at least one condition (including responses to 50 kPa and 50 kPa/NormOx in roots or shoots) in 10 d plants. The differentially expressed genes are categorized according to log value of fold change and GO terms of biological process are listed for each gene clade.

Table S2 **Full list of differentially expressed genes in response to 50 kPa and 50 kPa/NormOx (50 kPa/pO_**2**_ = 21 kPa) in roots of 10 d and 5 d plants**. In a comparison between 10 and 5 d plants, 221 genes show statistically significant (*p* < 0.01) differential expression by at least 2-fold in at least one condition (in response to 50 kPa and 50 kPa/NormOx in roots of 10 d or 5 d plants). The differentially expressed genes are categorized according to log value of fold change and GO terms of biological process are listed for each gene clade.

Table S3 **Full list of differentially expressed genes in response to 25 kPa, 25 kPa/NormOx (25 kPa/pO_**2**_ = 21 kPa), and 97 kPa/HypOx (97 kPa/pO_**2**_ = 5 kPa) in roots and shoots of 10 d plants**. There are 372 genes showing statistically significant (*p* < 0.01) differential expression by at least 2-fold in at least one condition—including responses to 25 kPa, 25 kPa/NormOx, and 97 kPa/HypOx in roots and shoots. The differentially expressed genes are categorized according to cluster through log value of fold change and GO terms of biological process are listed for each gene clade. Among these, there are 93 genes showing differential expression by at least 1.8-fold between responses to 25 kPa and 25 kPa/NormOx, and 5 genes in comparison between 25 kPa and 97 kPa/HypOx in roots. For shoots, there are 44 and 11 genes in comparison between 25 kPa and 25 kPa/NormOx and between 25 kPa and 97 kPa/HypOx, respectively. For core hypoxia genes, 34 of them are included in 372 differentially expressed genes associated with 25 kPa atmosphere.

Table S4 **List of genes in pathway enrichment**. The differentially expressed genes mapped to KEGG pathways in the enrichment analysis (Benjamini corrected *p* < 0.05) were listed. Responses include 50 kPa, 50 kPa/NormOx (50 kPa/pO_2_ = 21 kPa), 25 kPa, 25 kPa/NormOx (25 kPa/pO_2_ = 21 kPa), and 97 kPa/HypOx (97 kPa/pO_2_ = 5 kPa) in roots and shoots of 10 d plants.

How the deposited data were processed for this re-analysis (not part of the article)

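Gene expression was measured with Affymetrix ATH1 arrays in roots and shoots of 10 d Arabidopsis seedlings after 24 h at 97 kPa, 50 kPa, 50 kPa/NormOx, 25 kPa, 25 kPa/NormOx or 97 kPa/HypOx, with 15 root arrays and 18 shoot arrays and 1 to 4 arrays per group. Replicates were not pooled. The log2 values are those the authors deposited, from Robust Multi-chip Average (RMA) normalization. The paper also names a primary analysis with MAS5 in Affymetrix Expression Console, and states no versions for either. Root columns share 1 set of quantiles and shoot columns another, so the tissues were normalized separately, and no further transformation was made. Values run from 2.88 to 13.56 in roots and from 3.31 to 13.44 in shoots. Array data have no read depth, and what limits them is the signal over background. A change of a dim gene is compressed by RMA, and the values carry no detection calls.

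The table holds 22746 probe sets. The 99 probe sets of mitochondrial and plastid genes were removed, as in the paper's methods, and 22647 were tested. The platform annotation names 1 gene for 13513 probe sets, several genes for 503 and none for 8730. The paper's Tables S1 and S3 name the gene of 213 more, so that 13726 have 1 gene, 2 with conflicting names were left unnamed, and 8517 have no name. The gene identifiers of 13436 probe sets come from the RefSeq annotation of TAIR10.1. The symbols of tested probe sets with 1 gene in the platform annotation come from that annotation. Probe sets are counted as genes.

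R 4.3.3 with limma 3.58.1 fitted 1 model per tissue with all 6 groups (lmFit, then eBayes), so that groups share 1 estimate of the spread per gene, and the single root array at 25 kPa/NormOx was assumed to vary like the others. Each atmosphere was compared with 97 kPa. A gene counts as changed at an unadjusted p under 0.01 with a log2 fold change of at least 1 in size, the paper's threshold, and the Benjamini-Hochberg count at an adjusted p under 0.05 over all probe sets is given beside it. The unadjusted p-values are limma's moderated ones for 1 gene out of the fit of all genes, and they are given because the paper's threshold rests on them. With no change, a share of 0.05 of all probe sets has an unadjusted p under 0.05. Counts of such genes are to be read against this share. Pairs of responses were compared directly as a contrast in the same fit, listing the genes past the threshold in either response that differ by over 1.8-fold (0.848 on the log2 scale). The response of roots minus the response of shoots was tested in 1 fit of all 33 arrays with 12 groups.

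All responses of a tissue share the 3 arrays at 97 kPa. Shared calls and correlations between responses are therefore given beside those of 20 simulated sets of unchanged groups. These groups were drawn with each group's own spread and compared with the real 97 kPa arrays. The spread of these groups was 1 factor per group for all genes, and the single root array at 25 kPa/NormOx took the pooled spread. Drawing them with 1 common spread, where the 97 kPa arrays were redrawn too, and the share of genes with the same sign in these sets, were added after the data were seen. The fit was tested on simulated data with known changes in roots at 25 kPa. It found 66 of 67 changed probe sets at a log2 change of 1.5, 67 of 67 at 2 and 66 of 66 at 3. Of 22447 unchanged ones it called 27, against 18 in shoots. The simulated values were independent and normal, with the same spread in every group and no outlying array. The real groups differ in spread, so these numbers do not show how the fit does on the real arrays.

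Of 17 fixed gene lists, 8 had at least 3 members to test and were tested with limma's camera, two-sided, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists of 1 response. A test with an estimated correlation is given beside it. The tested lists are the core low-oxygen genes of Table S3, fermentation and glycolysis, further low-oxygen genes, drought and abscisic acid, lipid transfer proteins, photosynthesis, heat shock proteins, and jasmonate. The lists of aquaporins, copper deficiency, copper sufficiency, ethylene, iron, the proteasome core, reactive oxygen, root markers, and salicylate and defence had 0 to 2 members among the probe sets the platform annotation names and were not tested. A member without a named probe set is not absent from the array, since 8730 probe sets have no gene in that annotation. Expansins, by symbol, were added as a list after the data were seen. Except for the low-oxygen list of Table S3, only genes named by the platform annotation were tested, and list members named only by the paper's tables were left out and are counted apart, because those tables hold only genes that the study called. This restriction was added after the data were seen. The lists were written after the paper and its tables were read, so the values of members printed there had been seen. Of the members tested, the low-oxygen list shares PDC2 with the fermentation list.

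Genes are named by 3 rules. The first takes every gene of the paper's results text, Figure 3C and Figure 5C, whose values in the paper's tables had been seen. The second takes, per comparison, the 10 genes past the threshold with the largest log2 fold change whose treated arrays all lie on 1 side of all 97 kPa arrays. The third takes up to 4 members of each list with the largest log2 fold change. Any other gene is marked as chosen after its values were seen.

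The comparisons, tests, lists, rules for naming genes and alternatives were set before the data were examined, except where an alternative is marked as added later. The alternatives were an adjusted p under 0.05 with at least 2-fold, only the 2 groups compared in the fit, both tissues in 1 fit, removal of the dimmest probe sets (the lowest 25% by mean), quantile normalization within the tissue, limma array quality weights, an intensity trend with a robust prior, the replicate number as a replicate block, each array left out in turn, organellar probe sets kept, 1 probe set per gene, and for the lists an estimated correlation. The replicate number was tried as a block since the labels number the replicates, and same-numbered root arrays had a mean correlation of 0.0908 between their deviations from the group means (-0.0428 for different numbers), and shoot arrays 0.0483 (-0.014), so the samples were not treated as paired. The labels conflict for 1 array, shoot 50 kPa replicate 2, which has the number 2 in its title and the number 3, that of another array of the group, in its description. The title was followed, and the replicate block and these correlations in shoots, and the name of the array in results without shoot 50 kPa replicate 2 or 3, depend on it.

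A planned check of RNA quality from the ratio of 3' to 5' control probe sets could not be run, because the table holds no control probe sets. Arrays of younger seedlings and pathway annotations beyond the lists above were not used. Tables were made with python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the figure with matplotlib 3.10.9.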

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

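No test in this part was chosen after its result was seen, apart from the alternative without the outlying array of each tissue.

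Shoot 50 kPa/NormOx replicate 1 lay far from the other 3 arrays of its group. Its mean correlation with the other shoot arrays was 0.898, and its values relative to the average shoot array had an interquartile range of 0.689. Among 53 named genes tested in this group, 3 had 1 array far from the others, where chance gives about 1 in 20. They are AT4G17260 (5.33) and LTI30 (4.03), both in replicate 1, and SBPASE (11.31), in replicate 3, on the log2 scale. The group is the one group with 4 arrays, and groups of 3 were not tested in this way. Without replicate 1 the count of changed genes in shoots at 50 kPa/NormOx was 17, against 11 with it. No explanation was tested for it.

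The response to low oxygen differed between roots and shoots, in a test of the difference itself with adjustment over all probe sets. It differed for 32 genes at 25 kPa, 29 with the higher response in roots and 3 with the higher response in shoots, for 11 at 97 kPa/HypOx, all higher in roots, and for 1 at 50 kPa. At 25 kPa root response minus shoot response was 4.77 for AT5G10040, 3.67 for PDC1, 3.06 for AT4G39675, 3.06 for AT5G66985 and 1.16 for AT1G74940 on the log2 scale. At 97 kPa/HypOx it was 4.33 for AT5G10040, 3.50 for PDC1 and 2.93 for AT4G39675. These named genes have the higher response in roots. AT5G10040, PDC1, AT4G39675 and AT5G66985 belong to the published core low-oxygen genes that the study kept for their change in these arrays. Roots and shoots were normalized separately, so the test compares responses and not levels. It uses a spread pooled over all groups, so the wide spread of the root arrays at 97 kPa can make its p-values too small.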

How the results depend on the processing

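The restriction of the list tests to genes named by the platform annotation, and the alternatives without the outlying array, with gene-by-gene weights and, for the tissue differences, with weights, trend or replicate block were chosen after seeing the data, as were the alternatives for shared calls and the shares of equal signs in simulated unchanged groups.

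No list or named gene past its threshold in the main fit or in the alternative reversed its direction under any alternative run. Sign changes of lists and genes past it in neither were not counted. Counts have no direction, so the absence of reversals says nothing about them. Leaving out 1 array in turn moved 63 values of the counts beyond 1.5 times and left 99 within it, and the other alternatives moved 139 and left 231. For the list tests, 467 results without 1 array stayed on their side of the threshold, 18 fell below it and 19 rose above it, and under the other alternatives these numbers were 335, 18 and 7. For the named genes they were 2786, 247 and 51 without 1 array, and 3593, 167 and 83 under the others. Those that stayed include lists and genes that passed in neither setting, so these numbers do not give the share of calls that held. Quantile normalization within the tissue is not among these numbers and says nothing about stability, since the columns of a tissue already share their quantiles and the largest move of a value was 0.07 in roots and 0.15 in shoots on the log2 scale. Keeping the organellar probe sets moved no count beyond 1.5 times.

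Leaving out 1 array of the groups compared gave ranges of genes changed in roots 33 to 1190 (50 kPa), 7 to 1195 (50 kPa/NormOx), 100 to 1884 (25 kPa), 3 to 744 (25 kPa/NormOx) and 84 to 1067 (97 kPa/HypOx) and in shoots 11 to 105 (50 kPa), 4 to 21 (50 kPa/NormOx), 39 to 76 (25 kPa), 4 to 24 (25 kPa/NormOx) and 20 to 50 (97 kPa/HypOx). Genes over 1.8-fold apart ranged in roots 11 to 39 (50 kPa against 50 kPa/NormOx), 69 to 101 (25 kPa against 25 kPa/NormOx) and 1 to 12 (25 kPa against 97 kPa/HypOx) and in shoots 5 to 83 (50 kPa against 50 kPa/NormOx), 25 to 54 (25 kPa against 25 kPa/NormOx) and 6 to 16 (25 kPa against 97 kPa/HypOx). Lists shifted, with expansins among them, ranged in roots 2 to 4 (50 kPa), 0 to 3 (50 kPa/NormOx), 3 to 6 (25 kPa), 0 to 0 (25 kPa/NormOx) and 3 to 5 (97 kPa/HypOx) and in shoots 0 to 2 (50 kPa), 0 to 3 (50 kPa/NormOx), 2 to 3 (25 kPa), 0 to 2 (25 kPa/NormOx) and 2 to 3 (97 kPa/HypOx). The lone array left in a group of 2 was assumed to vary like the other groups.

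With an adjusted p under 0.05 and at least 2-fold, the counts were these: genes changed in roots 1 (50 kPa), 0 (50 kPa/NormOx), 54 (25 kPa), 0 (25 kPa/NormOx) and 63 (97 kPa/HypOx) and in shoots 0 (50 kPa), 0 (50 kPa/NormOx), 8 (25 kPa), 0 (25 kPa/NormOx) and 5 (97 kPa/HypOx); genes over 1.8-fold apart in roots 0 (50 kPa against 50 kPa/NormOx) and 41 (25 kPa against 25 kPa/NormOx) and in shoots 0 (50 kPa against 50 kPa/NormOx), 3 (25 kPa against 25 kPa/NormOx) and 2 (25 kPa against 97 kPa/HypOx); genes changed in both of 2 atmospheres in roots 0 (50 kPa and 50 kPa/NormOx) and 42 (25 kPa and 97 kPa/HypOx) and in shoots 2 (25 kPa and 97 kPa/HypOx); genes changed in any of several atmospheres in roots 0 (50 kPa/NormOx or 25 kPa/NormOx) and in shoots 0 (50 kPa/NormOx or 25 kPa/NormOx). These counts are lower because the threshold is stricter. By limma, the counts of 0 stand beside 1559 root genes at 50 kPa/NormOx, 896 at 25 kPa/NormOx and, in shoots, 1377, 1334 and 585 genes at 50 kPa, 50 kPa/NormOx and 25 kPa/NormOx with an unadjusted p under 0.05, and for the direct comparison of 50 kPa with 50 kPa/NormOx beside 491 in roots and 1694 in shoots.

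With only the 2 groups compared in the fit, the counts were these: genes changed in roots 31 (50 kPa), 3 (50 kPa/NormOx), 98 (25 kPa), 2 (25 kPa/NormOx) and 92 (97 kPa/HypOx) and in shoots 19 (25 kPa/NormOx); genes over 1.8-fold apart in roots 8 (50 kPa against 50 kPa/NormOx) and in shoots 25 (50 kPa against 50 kPa/NormOx); genes changed in both of 2 atmospheres in roots 0 (50 kPa and 50 kPa/NormOx) and 62 (25 kPa and 97 kPa/HypOx) and in shoots 1 (50 kPa and 50 kPa/NormOx); genes changed in any of several atmospheres in roots 5 (50 kPa/NormOx or 25 kPa/NormOx); lists shifted in shoots 2 (50 kPa) and 2 (50 kPa/NormOx). This fit has fewer arrays to estimate the spread from. With both tissues in 1 fit, the counts were these: genes changed in roots 141 (50 kPa), 68 (50 kPa/NormOx) and 29 (25 kPa/NormOx) and in shoots 48 (50 kPa) and 20 (50 kPa/NormOx); genes over 1.8-fold apart in roots 6 (25 kPa against 97 kPa/HypOx) and in shoots 29 (50 kPa against 50 kPa/NormOx); genes changed in both of 2 atmospheres in roots 34 (50 kPa and 50 kPa/NormOx); genes changed in any of several atmospheres in roots 94 (50 kPa/NormOx or 25 kPa/NormOx). The cause was not tested.

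With array quality weights, the counts were these: genes changed in roots 811 (50 kPa), 476 (50 kPa/NormOx), 649 (25 kPa), 565 (25 kPa/NormOx) and 348 (97 kPa/HypOx) and in shoots 45 (50 kPa) and 107 (25 kPa); genes over 1.8-fold apart in roots 36 (50 kPa against 50 kPa/NormOx) and 12 (25 kPa against 97 kPa/HypOx) and in shoots 7 (50 kPa against 50 kPa/NormOx) and 28 (25 kPa against 97 kPa/HypOx); genes changed in both of 2 atmospheres in roots 370 (50 kPa and 50 kPa/NormOx) and 281 (25 kPa and 97 kPa/HypOx) and in shoots 5 (50 kPa and 50 kPa/NormOx) and 27 (25 kPa and 97 kPa/HypOx); genes differing between the tissues 48 (50 kPa), 37 (50 kPa/NormOx), 112 (25 kPa) and 59 (97 kPa/HypOx); genes changed in any of several atmospheres in roots 712 (50 kPa/NormOx or 25 kPa/NormOx). For roots, and for both tissues together, the weights stopped before they converged, so these counts are no measure of stability. In the root fit root 97 kPa replicate 2 had a weight of 90.9 and replicates 1 and 3 had 0.0613 and 0.139, so the root responses rest nearly on a single array at 97 kPa. In the fit of both tissues, which gives the genes differing between the tissues, replicate 2 had a weight of 1.94e-09 and replicates 1 and 3 had 0.144 and 0.406, so that fit nearly leaves replicate 2 out. With gene-by-gene array quality weights, the counts were these: genes changed in roots 698 (50 kPa), 379 (50 kPa/NormOx), 509 (25 kPa), 305 (25 kPa/NormOx) and 261 (97 kPa/HypOx) and in shoots 37 (50 kPa); genes over 1.8-fold apart in roots 32 (50 kPa against 50 kPa/NormOx) and 10 (25 kPa against 97 kPa/HypOx) and in shoots 9 (50 kPa against 50 kPa/NormOx) and 17 (25 kPa against 97 kPa/HypOx); genes changed in both of 2 atmospheres in roots 296 (50 kPa and 50 kPa/NormOx) and 195 (25 kPa and 97 kPa/HypOx) and in shoots 1 (50 kPa and 50 kPa/NormOx); genes changed in any of several atmospheres in roots 529 (50 kPa/NormOx or 25 kPa/NormOx). The cause was not tested.

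With a replicate block, the counts were these: genes changed in roots 28 (50 kPa/NormOx) and 54 (25 kPa/NormOx); genes over 1.8-fold apart in shoots 30 (50 kPa against 50 kPa/NormOx); genes changed in both of 2 atmospheres in roots 12 (50 kPa and 50 kPa/NormOx); genes differing between the tissues 395 (50 kPa/NormOx) and 90 (25 kPa/NormOx); genes changed in any of several atmospheres in roots 80 (50 kPa/NormOx or 25 kPa/NormOx); lists shifted in roots 3 (97 kPa/HypOx) and in shoots 1 (50 kPa/NormOx). In shoots the block rests on the number of shoot 50 kPa replicate 2, for which the sample labels conflict. Without the outlying array of each tissue, the counts were these: genes changed in roots 33 (50 kPa), 100 (25 kPa), 3 (25 kPa/NormOx) and 84 (97 kPa/HypOx) and in shoots 37 (50 kPa) and 17 (50 kPa/NormOx); genes changed in both of 2 atmospheres in roots 58 (25 kPa and 97 kPa/HypOx) and in shoots 1 (50 kPa and 50 kPa/NormOx); genes differing between the tissues 25 (50 kPa/NormOx) and 123 (25 kPa); genes changed in any of several atmospheres in roots 14 (50 kPa/NormOx or 25 kPa/NormOx); lists shifted in shoots 3 (50 kPa/NormOx). With an estimated correlation, the counts were these: lists shifted in roots 0 (50 kPa), 1 (25 kPa) and 3 (97 kPa/HypOx) and in shoots 0 (50 kPa), 0 (25 kPa), 0 (25 kPa/NormOx) and 1 (97 kPa/HypOx). With an intensity trend and robust prior, the counts were these: genes over 1.8-fold apart in roots 5 (25 kPa against 97 kPa/HypOx); genes changed in both of 2 atmospheres in shoots 1 (50 kPa and 50 kPa/NormOx). Without the dimmest probe sets, the counts were these: genes over 1.8-fold apart in roots 5 (25 kPa against 97 kPa/HypOx). With 1 probe set per gene, the counts were these: genes changed in shoots 5 (50 kPa/NormOx) and 3 (25 kPa/NormOx). Fewer probe sets enter with 1 probe set per gene and fewer arrays without the outlying array. For the others the cause was not tested.

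The planned RNA quality check could not be run, because there are no control probe sets. The other alternatives set beforehand were run. Shared calls, tissue differences, genes changed in any of several atmospheres and genes apart from both were not computed with 1 array left out or with 1 probe set per gene. The signal over background limits what the arrays can show for dim genes, and leaving out the dimmest probe sets moved 1 count, that of root genes over 1.8-fold apart at 25 kPa against 97 kPa/HypOx.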

Differences from the paper's values

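The counts below use the paper's threshold, an unadjusted p under 0.01 and at least 2-fold, or a difference of over 1.8-fold. Of the tests in this part, the gene-by-gene array quality weights and the fit without the outlying array were chosen after the result was seen.

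The paper gives 25 genes changed in roots at 50 kPa/NormOx, and 14 were found here. Of the alternatives set before the data were examined, a replicate block (28) came within 1.5 times of the paper's count, and the others did not. The paper gives 2 genes changed in shoots at 50 kPa/NormOx, and 11 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The paper gives 17 genes changed in roots at 25 kPa/NormOx, and 9 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The paper gives 1 gene changed in shoots at 25 kPa/NormOx, and 12 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The paper gives 40 root genes changed at 50 kPa/NormOx or 25 kPa/NormOx, and 23 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The paper gives 3 shoot genes changed in either of these atmospheres, and 19 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count.

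The paper gives 7 shoot genes over 1.8-fold apart between 50 kPa and 50 kPa/NormOx, and 16 were found here. Of the alternatives set before the data were examined, array quality weights (7), shoot 97 kPa replicate 1 left out (5), shoot 97 kPa replicate 2 left out (5), shoot 50 kPa replicate 2 left out (9) and shoot 50 kPa/NormOx replicate 3 left out (10) came within 1.5 times of the paper's count, and the others did not. Gene-by-gene array quality weights, chosen after seeing the values, gave 9. The paper gives 5 root genes over 1.8-fold apart between 25 kPa and 97 kPa/HypOx, and 3 were found here. Of the alternatives set before the data were examined, both tissues in 1 fit (6), the dimmest probe sets left out (5), an intensity trend and robust prior (5), root 97 kPa replicate 2 left out (4), root 97 kPa replicate 3 left out (7) and root 25 kPa replicate 1 left out (4) came within 1.5 times of the paper's count, and the others did not. The paper gives 4 root genes at 25 kPa over 1.8-fold apart from both other atmospheres, and 2 were found here. Both tissues in 1 fit (3), the dimmest probe sets left out (3), array quality weights (3) and an intensity trend and robust prior (3) came within 1.5 times of the paper's count. These were set before the data were examined, and the others so set did not come within it. The root array quality weights had stopped before they converged. The paper's other 2, AT4G24110 (-0.86 from 97 kPa/HypOx and 1.03 from 25 kPa/NormOx on the log2 scale) and FSD1 (-1.02 and -0.88), are over 1.8-fold apart from both here too, and are not counted because they do not pass the threshold in a response of each pair.

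In Table S3 the log2 fold changes of roots at 25 kPa are, as the paper's values and the values here, -0.35 and -0.15 for the probe set 254820_s_at, -0.16 and 0.32 for AT2G07707, -0.15 and -0.37 for EMB3142, 0.32 and -0.35 for AGP22, and -0.37 and -0.10 for HMT3. These and SPL3 are 6 entries whose paper's values each equal the value here of another of the 6, such as the paper's 0.32 for AGP22 and 0.32 here for AT2G07707. No alternative was run for them. The other 366 root values and all 372 shoot values of the table equal those here within 0.001. The p-values do not equal those of the paper's tables, and over the table entries the median ratio of the p here to the paper's p was 1.65 in roots at 50 kPa, 1.92 at 25 kPa and 1.58 at 97 kPa/HypOx, and 0.879 in shoots at 50 kPa. Of the genes past the threshold in the paper's table and here, 83 of 112 and 90 were the same in roots at 50 kPa, 197 of 256 and 205 at 25 kPa, and 142 of 167 and 142 at 97 kPa/HypOx.

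The paper lists AT5G10040 among the root genes raised at 50 kPa, and here its log2 fold change was 2.13 (SE 0.76, unadjusted p = 0.0166, adjusted p = 0.396), which did not pass the threshold. It passed with both tissues in 1 fit (2.13), a replicate block (2.13) and root 97 kPa replicate 3 left out (3.21). It also passed with array quality weights (3.43), which in roots had stopped before they converged. Gene-by-gene array quality weights (3.20, an alternative chosen after seeing the values) gave a pass too. PDC1 (2.60) and AHB1 (1.43) of the same figure panel passed here.

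The paper places FSD1 among root genes lower at 25 kPa than in both other atmospheres, and here FSD1 had -1.06 (SE 0.39, unadjusted p = 0.0188, adjusted p = 0.293) at 25 kPa, which did not pass the threshold. It passed with array quality weights (-1.28), gene-by-gene array quality weights (-1.23, chosen after seeing the values) and root 25 kPa replicate 2 left out (-1.62). The array quality weights of roots had stopped before they converged, so that pass is no measure of stability. AT4G24110, which the paper places between the other atmospheres in roots, had 0.78 at 25 kPa, under the threshold, and passed with root 25 kPa replicate 3 left out (1.01).

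In shoots the paper places BCB among genes higher at 25 kPa than in both other atmospheres, and here BCB had 2.14 (SE 0.76, unadjusted p = 0.0132, adjusted p = 0.393). It passed with only the 2 groups compared (2.14), both tissues in 1 fit (2.14), array quality weights (2.35), shoot 25 kPa replicate 2 left out (2.54) and, both chosen after seeing the values, gene-by-gene array quality weights (2.26) and the outlying array left out (2.14). AT4G12500 stands in that group here instead, and EARLI1, AZI1, AT3G60420 and AT1G73630 in both. The paper places BGLU28, S-ACP-DES6 and AT4G10270 between the other atmospheres in shoots, and here they had 1.39, 1.02 and -0.58 at 25 kPa, which did not pass. BGLU28 passed with both tissues in 1 fit (1.39), array quality weights (1.71), shoot 97 kPa replicate 2 left out (1.93) and, chosen after seeing the values, gene-by-gene array quality weights (1.62), and S-ACP-DES6 with only the 2 groups compared (1.02) and array quality weights (1.03). The gene the paper names at 25 kPa/NormOx in shoots, MYB44, passed here with 1.04, as did 11 others.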

Other observations

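The tests of whether replicate 1 sets the photosynthesis difference and whether root 97 kPa replicate 3 is a low-oxygen array were chosen only after the result was seen, as were the expansin list, the restriction of the list tests to genes named by the platform annotation and the alternative without the outlying array of each tissue.

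The 3 root arrays at 97 kPa, to which all root responses are compared, spread apart, with correlations of 0.928 between replicates 1 and 2, 0.863 between 1 and 3 and 0.966 between 2 and 3. The tables argue against a shoot array under a root label, since replicate 1 had a mean correlation of 0.884 with the other root arrays and 0.723 with the shoot arrays, a difference of 0.162, where the other root arrays had 0.776 to 0.797 with shoots. A smooth curve of mean level explained 8.04% of the variance of the deviations of replicate 1. This cannot decide on a distortion that depends on brightness, since the arrays of a tissue already share their quantiles. The tables argue against replicate 1 as a low-oxygen array under a 97 kPa label. Its 34 low-oxygen genes had a median deviation of -0.56 from the other 2 arrays, where 97 kPa/HypOx gives 2.09. For replicate 3 low oxygen stays open. Its low-oxygen genes had a median deviation of 0.75 (0.22 to 1.60 between the quartiles, 28 of 34 higher), which lies between the bound of 0.52 for no low-oxygen array and that of 1.05 for one, and they averaged 6.69 on the log2 scale, against 5.68 and 5.94 in replicates 1 and 2, 6.99 to 7.34 at 50 kPa and 8.46 to 8.83 at 97 kPa/HypOx. What stays open too is a difference in RNA quality, which could not be tested without control probe sets, or in the growth or chamber of these seedlings, for which the design gives no test. The number of root genes that changed at 25 kPa was 100 without replicate 1 and 1884 without replicate 3, against 205 with all 3.

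Photosynthesis genes had a median log2 fold change of 0.50 in roots at 25 kPa, with an adjusted p of 0.0144 from camera that was lost with an estimated correlation (0.266), and 1 of the 7 tested passed the threshold. Of 7 more list genes named only by the paper's tables of changed genes, and so not tested, 6 passed. Outside the photosynthesis list, the 100 most abundant shoot transcripts at least 3 log2 units above roots at 97 kPa had a median of 0.50. Between the quartiles they ran from 0.10 to 0.77, with 84% positive. Shoot tissue or greening of roots in the 25 kPa samples would give such a rise. The transcripts were picked for a low level in the same 97 kPa root arrays, however. This by itself can raise their log2 fold changes, so they cannot decide the question. The tables argue against root 97 kPa replicate 1 as the source of the difference, since the list had 0.46 without it and the shoot transcripts 0.50. The list was no longer past the test without root 97 kPa replicate 3 (0.32) and without root 25 kPa replicate 3 (0.32). The 99 probe sets of the organelle genomes had a median of 0.09 and 0 past the threshold by limma, where 3 of them had an unadjusted p under 0.05. Both explanations stay open, since shoot tissue in the samples and greening of the roots themselves cannot be told apart with these arrays.

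Other splits of the same arrays were counted for each comparison of groups of at least 3. With 10 splits a share under 0.05 cannot be reached, and the splits with a count as large, the real split included, the real count and the highest of the other splits were 2, 90 and 1946 in roots at 50 kPa, 1, 205 and 163 in roots at 25 kPa, 2, 142 and 328 in roots at 97 kPa/HypOx, 2, 24 and 37 in shoots at 50 kPa, 1, 64 and 13 in shoots at 25 kPa, and 2, 12 and 20 in shoots at 25 kPa/NormOx. For genes over 1.8-fold apart they were 2, 3 and 4 in roots between 25 kPa and 97 kPa/HypOx, and 1, 49 and 12 in shoots between 25 kPa and 25 kPa/NormOx. With 35 splits, 13 called as many genes in shoots at 50 kPa/NormOx as the 11 of the real split (highest 468), and 7 gave as many as the 16 between 50 kPa and 50 kPa/NormOx in shoots (highest 52), so chance is not excluded for these. Splits that call several times the real count, with 1946 and 468 genes, point to a structure of the samples other than the atmosphere, in line with the spread of the root arrays at 97 kPa and shoot 50 kPa/NormOx replicate 1.

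Expansins, which loosen cell walls in growth, were lower in roots at 25 kPa, with a median log2 fold change over 18 tested genes of -0.42 (adjusted p = 0.0062, and 0.266 with an estimated correlation), and at 97 kPa/HypOx, with -0.23 (adjusted p = 0.0493, and 0.461 with an estimated correlation). None of the 18 passed the threshold in either (0 by limma, also with adjustment over all genes, where 3387 and 2370 of all genes had an unadjusted p under 0.05). The median at 97 kPa/HypOx was no longer past the test without root 97 kPa replicate 1 (-0.15), root 97 kPa replicate 2 (-0.20) and root 97 kPa/HypOx replicate 1 (-0.21), nor with a replicate block (-0.23). EXPA1, named only by the paper's tables of changed genes and so not tested, rose at 97 kPa/HypOx with 1.05. Lipid transfer proteins were higher in roots at 97 kPa/HypOx, with 0.54 (adjusted p = 0.0424, and 0.116 with an estimated correlation), and not past the test without root 97 kPa replicate 3 (0.49) and root 97 kPa/HypOx replicate 1 (0.48), nor with a replicate block (0.54).

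In shoots the core low-oxygen genes had a median log2 fold change of 0.31 (adjusted p = 4.13e-12, and 0.0551 with an estimated correlation) at 25 kPa, where 4 of the 34 rose, and 0.16 (adjusted p = 0.00224, and 0.552 with an estimated correlation) at 50 kPa, where 1 rose. The median at 50 kPa was not past the test without shoot 97 kPa replicate 2 (0.18). At 25 kPa/NormOx it was -0.12 (adjusted p = 0.000634, and 0.828 with an estimated correlation), and not past the test without shoot 97 kPa replicate 3 (-0.09), shoot 25 kPa/NormOx replicate 1 (-0.13) and shoot 25 kPa/NormOx replicate 3 (-0.06). The study kept these genes from a larger published set for their change in the same arrays. The 5 further low-oxygen genes outside that list were lower in shoots at 25 kPa, with -0.40 (adjusted p = 0.00157, and 0.0845 with an estimated correlation). The same choice may have left these 5 out for not rising, so they are not independent evidence either. Fermentation genes were higher in shoots at 97 kPa/HypOx, with 0.25 (adjusted p = 0.00027, and 0.0661 with an estimated correlation). Of these 2 of 5 passed when adjusted over the list alone, and 1 of 6 untested genes of that list was past the threshold.

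Of the genes that the platform annotation names on lists too small for a test, the copper chaperone CCS had a log2 fold change of 1.10 in roots and 1.28 in shoots at 25 kPa, and the plantacyanin ARPN 2.08 and 1.09. The salicylate gene GRX480 had 1.02 in shoots, the ethylene genes EIN3 and RTE1 0.32 and -0.63 in roots, the iron regulators PYE and BHLH101 0.10 and -0.04 in roots, and the root-hair expansin EXPA7 -0.54 in roots. Of the genes on these lists that only the paper's tables of changed genes name, the ethylene gene ACO1 had 1.84 in roots and 1.50 in shoots at 25 kPa, and in roots at 25 kPa the iron regulator FIT had 1.29, the ferritin FER4 -1.12, the copper transporter COPT2 -1.18, the superoxide dismutase CSD1 1.15, the channel NIP2-1 1.70 and GSTF6 1.31. In shoots at 25 kPa FER1 had 1.34, GSTF6 1.06 and GH3.12 1.03, and in roots at 50 kPa CSD1 had 1.06, CSD2 1.00 and PAG1 1.17. These values were chosen after they were seen. The lists of aquaporins, copper deficiency, the proteasome core and reactive oxygen had 0 members that the platform annotation names (2, 2, 2 and 0 more in the paper's tables), which leaves 8730 probe sets without a gene. Among the 99 probe sets of organelle genes, left out of all counts, 2 passed the threshold in roots at 50 kPa/NormOx and 1 in shoots at 50 kPa/NormOx, with medians of 0.26 and -0.10, and the median in shoots at 50 kPa was 0.35.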
